# Single-cell RNA sequencing of leukocytes at the maternal-fetal interface in physiological and pathological Nodal-deficient pregnancies

**DOI:** 10.3389/fimmu.2026.1611813

**Published:** 2026-04-16

**Authors:** Sarah Yull, Alain Pacis, Laura Girardet, Daniel Dufort

**Keywords:** pregnancy, reproductive failure, fetal loss, intrauterine growth restriction, Nodal, macrophage, neutrophil, single cell RNA sequencing

## Abstract

Leukocytes at the maternal-fetal interface have critical functions during pregnancy in the prevention of maternal reactivity towards fetal alloantigens, suppression of excess inflammation and promotion of placental angiogenesis. Failed maternal immune adaptations to pregnancy can lead to placental insufficiency and the development of severe reproductive complications. Recent evidence from mouse models has suggested that Nodal, a secreted morphogen of the TGFβ superfamily, is an immunoregulator of pregnancy. The absence of Nodal expression in the female reproductive tract (Nodal^Δ/Δ^) resulted in the loss of preimplantation regulatory T cells and a 50% implantation failure rate. By mid-gestation, Nodal-deficient pregnancies showed placental dysfunction, fetal loss and intrauterine growth restriction. Therefore, the Nodal^Δ/Δ^ model represents a unique system to study immune-mediated reproductive failure. In this study, single-cell RNA-sequencing was used to characterize leukocytes within the mid-gestational decidua and placenta during physiological and pathological Nodal^Δ/Δ^ pregnancies. Eleven distinct immune cell clusters were identified, with an emphasis on myeloid populations (macrophages and neutrophils). In particular, the transcriptional characterization of placenta-associated maternal macrophages revealed functions consistent with the regulation of angiogenesis, immune suppression and endocytosis. In Nodal^Δ/Δ^ females, the differential abundance and expression profile of these leukocytes reflected the immune dysfunction observed in human reproductive pathologies. Taken together, elucidating roles of leukocytes in placental development provides a basis in the understanding of mechanisms associated with physiological pregnancy and reproductive failures.

## Introduction

Maternal immune adaptations during pregnancy are a critical component of reproductive success as the progression through implantation, placentation and parturition is partially regulated by tissue-resident leukocytes at the maternal-fetal interface. These changes are initiated during the preimplantation period by uterine regulatory T cells (Tregs), which restrict inflammation and establish maternal immunotolerance towards the semi-allogeneic blastocyst (1, 2). After implantation, the formation of the interface between the maternal decidua and fetal placenta coincides with the highest abundance of leukocytes during pregnancy. At this stage of placental angiogenesis, immune cells represent 30-40% of total cells and are mainly comprised of uterine natural killer cells (uNKs, 70%), macrophages (20-25%) and T cell subtypes (3-10%) (3, 4). In physiological pregnancy, uNKs and macrophages are associated with the production of cytokines, growth factors and matrix metalloproteinases (MMPs) that help mediate vascular endothelial cell breakdown, extravillous trophoblast invasion and spiral artery remodeling (5–8). Concurrently, immune suppression and evasion is sustained by Tregs and TGFβ signaling, which promotes alternative “M2” macrophage polarization and prevents cytotoxic uNK or T cell reactions to the fetus by inducing the activation of immune checkpoint molecules (1, 9, 10). Indeed, any deviation in leukocyte abundance or an expression profile that shifts from anti-inflammatory tolerance towards pro-inflammatory activation could lead to the development of severe complications such as fetal rejection, recurrent pregnancy loss (RPL, also known as recurrent spontaneous abortion or miscarriage), placental insufficiency, preeclampsia (PE), intrauterine growth restriction (IUGR) or preterm birth (PTB) (1, 5–8).

Nodal, a secreted morphogen of the TGFβ superfamily, was recently implicated as an immunomodulator of pregnancy (11, 12). Nodal expression increases from the uterine glandular epithelium of the mouse throughout the preimplantation period until implantation on day 4.5 (d4.5), when it becomes localized to regions between the implantation sites. After implantation, Nodal is minimally expressed in stromal cells of the anti-mesometrial decidua (13). The generation of a reproductive tract-specific Nodal knockout (Nodal^Δ/Δ^) mouse model (14) demonstrated the importance of Nodal expression in the establishment of pregnancy as 50% of Nodal^Δ/Δ^ females experienced implantation failure. Intriguingly, FOXP3^+^ Tregs were completely absent in all d3.5 Nodal^Δ/Δ^ uteri while inflammatory myeloid cells (macrophages, neutrophils) were more abundant. This suggested a role for preimplantation Nodal expression in the support of maternal immunotolerance similar to that of TGFβ (11).

For the 50% of Nodal^Δ/Δ^ females with implantation success, the emergence of mid-gestational reproductive failures revealed potential derivative effects of an altered preimplantation immune environment (11, 12, 14, 15). During placental development, on d10.5 Nodal^Δ/Δ^ females showed decreased decidual vascularization and impaired trophoblast differentiation. These deficiencies corresponded with significant fetal loss or IUGR for the few surviving embryos by d12.5 and PE-like phenotypes (14, 15). An increased risk for inflammation-induced preterm labour was also reported (12). In related human studies, an association between inflammation and maternal genetic polymorphisms that reduce Nodal bioactivity was described in both IUGR-complicated PE and as a risk factor for PTB (12, 16). Critically, recent hypotheses from human studies have also implicated the inadequate number or functional competence of Tregs as not only the basis of implantation failure but an underlying cause of reproductive failures that present clinically later in gestation (ie. RPL, PE, IUGR, PTB) (1, 17). Therefore, due to the similar, immunoregulatory function of Nodal at the maternal-fetal interface and the reproductive phenotypes observed in Nodal^Δ/Δ^ females, it is a suitable model to investigate the early pathogenesis of immune-mediated reproductive failure.

Single-cell RNA-sequencing (scRNA-seq) is a breakthrough technology used to study gene expression at the level of individual cells and demonstrate heterogeneity within complex populations. It has been applied to human peripheral blood, tissues from first trimester elective terminations and the placenta in contexts of physiological pregnancy, RPL and PE (18–30). However, the relevance of peripheral blood can be debated as it does not entirely reflect the local gestational environment (8, 31). Similarly, while most studies have emphasized trophoblast subtypes in the placenta, the contribution of maternal cells is often disregarded. Earlier mechanisms of reproductive failure are also not evident when analyzing the delivered placenta. Despite the benefit of mouse models to address these limitations in human reproduction, most murine scRNA-seq studies have also excluded cells of the maternal decidua to report just on the placenta under physiological conditions (32–34). Only a few late-gestational models of obesity, environmental stress and PTB have considered the role of maternal leukocytes in reproductive pathologies (35–37). Therefore, much remains to be discovered about maternal immune regulation in physiological pregnancy and at the onset of pathological complications.

To address these gaps in the understanding of physiological and pathological pregnancies, scRNA-seq was conducted on CD45^+^ cells at the d10.5 maternal-fetal interface of Nodal^loxP/loxP^ control and Nodal^Δ/Δ^ females prior to the emergence of fetal loss and IUGR. An emphasis was placed on the characterization of myeloid cells, including the novel identification of placenta-associated maternal macrophages (PAMMs) in the mouse at mid-gestation. PAMM expression profiles indicated a role in the regulation of angiogenesis and immune suppression during pregnancy, with PAMM and neutrophil dysregulation observed in the Nodal^Δ/Δ^ model of reproductive failure.

## Results

### Identification of eleven immune cell clusters at the d10.5 maternal-fetal interface by scRNA-seq

Leukocytes at the maternal-fetal interface reach a maximum abundance during placental development and have dual functions in the promotion of trophoblast invasion and spiral artery remodeling, while also preventing fetal rejection (5, 6, 38). This occurs between d10.5-d12.5 in the mouse or the late first trimester in humans and is a critical determinant for the progression of a healthy pregnancy (39–41). 

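CD45, the product of Ptprc, marks nucleated cells of the blood lineage, and it was used to collect leukocytes from the uterus and placenta of Nodal loxP/loxP controls and of NodalΔ/Δ females, in which Cre driven by the progesterone receptor gene removes Nodal, a ligand of the TGF-beta family. Each genotype was represented by 2 libraries, and each library pooled cells from 2 females and 8 implantation sites at d10.5. The assay reads a fixed panel of gene probes in fixed cells and counts unique molecular identifiers (UMIs), so the deposited values were raw UMI counts per gene and cell barcode, with no normalization, on the mouse genome build mm10. Before any other gene, the targeted gene was counted in each library. Nodal had 0 and 2 UMIs in the cells kept from control libraries 1 and 2, and 1 and 0 in those from NodalΔ/Δ libraries 1 and 2; over all barcodes it had 10 and 4 against 1 and 1 UMIs. The position of the probe relative to the deleted exons is not given in the sources used here, and the counts lie near 0 in both genotypes, so they check no label. Control libraries 1 and 2 held 8684 and 5658 barcodes with 34071879 and 20758909 UMIs, and NodalΔ/Δ libraries 1 and 2 held 3060 and 2458 barcodes with 8840938 and 5801031 UMIs. A Ptprc UMI was present in 42.9% and 42.4% of control barcodes and in 33% and 26.4% of NodalΔ/Δ barcodes. The filters stated in the paper (at least 1 Ptprc UMI, more than 300 genes, under 10% mitochondrial counts, doublets removed) were applied to these counts, with a doublet score written for this purpose in place of the paper's caller. They left 3330 and 2169 control cells and 914 and 605 NodalΔ/Δ cells, with a median of 1998.5 and 1640 UMIs per control cell and 1467 and 1301 per NodalΔ/Δ cell. Cells were normalized by Pearson residuals, corrected for library by a routine written after Harmony on 20 principal components and clustered at resolution 0.4. Clusters that carried markers of more than one class were clustered a second time, a step chosen after the first clusters had been seen, and each cluster was named from marker lists. Differences between genotypes were tested with the library as the replicate. UMI counts were summed per library and class and compared with edgeR's quasi-likelihood test at an adjusted p under 0.1, and cell numbers per class were compared in the same framework with the total of filtered cells as offset, at a false discovery rate (FDR) under 0.05. With 2 libraries against 2, an exact permutation test cannot give a two-sided p under 0.05.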

To investigate the transcriptomic profile of leukocytes during placentation and enhance the isolation of unique subpopulations, dissociated d10.5 myometrial, decidual and placental tissues from Nodal^loxP/loxP^ control and Nodal^Δ/Δ^ females were MACS-enriched for CD45^+^ cells prior to fixation, processing and scRNA-seq (10X Genomics Chromium FLEX) (**Figure 1A**). 

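Non-classical monocytes, neutrophils, M2 macrophages and classical monocytes were the most numerous of the filtered cells. Of 7018 cells in the 4 libraries, 1301 were named non-classical monocytes, 1010 neutrophils and 857 classical monocytes. The macrophage classes held 928 M2, 312 PAMM2 (placenta-associated maternal macrophage 2) and 292 PAMM1a cells, with 164 cells in the cluster of cycling macrophages that corresponds to Hofbauer cells (HBCs). Lymphocytes comprised 516 T cells, 283 B cells and 283 natural killer cells, and 252 cells were dendritic. In addition to these 11 leukocyte classes, cells with a Ptprc UMI fell into clusters led by markers of decidual stroma (313 cells), endothelium (147 cells) and trophoblast (32 cells), and a cluster of 19 cells was led by Apoa1, Ttr and Afp. Together these clusters held 5.83% and 6.32% of the control cells and 19.6% and 12.1% of the NodalΔ/Δ cells. A further 3.36% and 3.14% of control cells and 8.21% and 8.93% of NodalΔ/Δ cells lay in clusters that met no naming rule. Sequencing depth differed between classes: the median was 1016.5 UMIs per neutrophil, 856 per B cell, 2336 per M2 cell, 5390 per natural killer cell and 12438 per cell of the HBC cluster.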

Following quality control and pseudo-bulk Seurat graph-based clustering of filtered *Ptprc*^+^ (CD45^+^) cells, eleven distinct clusters were identified from a total of 6,091 cells (**Figure 1B**). Clusters were annotated to cell types using the automatic ACT tool (42) and validated using known canonical markers (**Figure 1C**). 

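Neutrophils, T cells, B cells and dendritic cells carried the genes listed for them at the highest levels of the 11 classes. Mean levels are given in CPM, the counts of a gene scaled to the summed UMIs of a class, over the 4 libraries of both genotypes. S100a8 and S100a9, the subunits of calprotectin, reached 13090 ± 8117 and 26898 ± 16268 CPM (SD, n = 4) in neutrophils, where 92.4% of cells had an S100a8 UMI. Cd3e, a chain of the T cell receptor complex, was at 386 ± 121 CPM (SD, n = 4) in T cells and 15.9 ± 14.5 in neutrophils. Cd79a, a chain of the B cell receptor complex, was at 1731.5 ± 909.6 CPM (SD, n = 4) in B cells, and Cd209a, a C-type lectin of dendritic cells, was at 604 ± 85.5 CPM (SD, n = 4) in dendritic cells. Spn was highest in non-classical monocytes (530.4 ± 124 CPM, SD, n = 4). Ccr2, the receptor that draws monocytes into tissue, was highest in classical monocytes, while Sell (L-selectin) was at 949 ± 373 CPM (SD, n = 4) in B cells and 589.6 ± 43.8 CPM in classical monocytes. Among the 3 maternal macrophage classes, the MHC class II genes H2-Eb1 and H2-Ab1 were highest in M2 cells (4687 ± 307 and 3665 ± 537 CPM, SD, n = 4), and so was Mpeg1; Mafb and Adgre1 were highest in M2 cells in 3 of the 4 libraries. Nkg7 was higher in T cells (1918 ± 407 CPM, SD, n = 4) than in natural killer cells (1114 ± 230.5 CPM), and the T cell cluster was led by Xcl1, Klrb1a, Ccl5, Trdc and Klrc1 as well as by Lck. Several of these genes (Ccr2, Sell, Spn, Arg1, Inhba, Mrc1, Folr2, Cd209a, S100a8, S100a9, Cd3e, Lck, Cd19, Cd79a, Igkc and Itga1) were among the markers that named the clusters, so their levels restate the naming.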

Maternal leukocytes included two groups of monocytes; classical (*Ccr2*, *Sell*) and non-classical (*Spn*), three macrophage populations (*Mafb*, *Adgre1*, *Mpeg1*); M2 (*H2-Eb1*, *H2-Ab1*), PAMM1a (*Arg1, Inhba*) and PAMM2 (*Mrc1*, *Folr2*), and one cluster each of dendritic cells (*Cd209a*, *Cd74*, *Cst3*), neutrophils (*S100a9*, *S100a8*), T cells (*Cd3e*, *Lck*), B cells (*Cd19*, *Cd79a*, *Igkc*) and natural killer cells (*Nkg7*, *Itga1*, *Gzmb*). Fetal-derived placental macrophages (Hofbauer cells, HBCs) were also identified. 

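The cluster named as HBCs held cells of high RNA content, with a median of 12438 UMIs per cell against 3005.5 in PAMM2 cells, and was led by genes of cell division. It held 96 and 51 cells in the control libraries and 9 and 8 cells in the NodalΔ/Δ libraries. Lyve1, Folr2 and Mrc1, which mark resident tissue macrophages, were at 108, 25.4 and 1591 CPM in the pooled cells of this cluster, and at 1129, 1753 and 2456 CPM in pooled PAMM2 cells.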

The top 50 highest expressed marker genes (adjusted P-value<0.05) for each cluster are listed in **Supplementary Data 1**. Comparison of the top five marker genes in each cluster (**Figure 1D**) confirmed similarities between myeloid clusters, particularly M2 and PAMM2 cells, in addition to T cells and natural killer cells. 

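The monocyte and macrophage classes resembled each other most. Over the 293 marker genes listed for the cell types, the log-scaled levels of classical and non-classical monocytes had a mean Pearson r = 0.81 ± 0.0855 (SD, n = 4), the highest of the 55 pairs of classes. M2 cells came next to classical monocytes, with r = 0.766 ± 0.0708 (SD, n = 4), then to PAMM1a cells, with r = 0.764 ± 0.0645 (SD, n = 4), and to PAMM2 cells, with r = 0.74 ± 0.0325 (SD, n = 4), which was the fourth of the 55 pairs. T cells and natural killer cells, with r = 0.64 ± 0.0504 (SD, n = 4), were in ninth place. These correlations run across genes within a library, so genes are not independent replicates, and the SD over libraries shows that the M2 pairs with classical monocytes, PAMM1a and PAMM2 cells lie within each other's spread.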

Due to the identification of multiple myeloid cell subtypes and their current underrepresentation in the literature, emphasis was placed on characterizing the macrophage and neutrophil populations at the d10.5 maternal-fetal interface.

**Figure 1:**
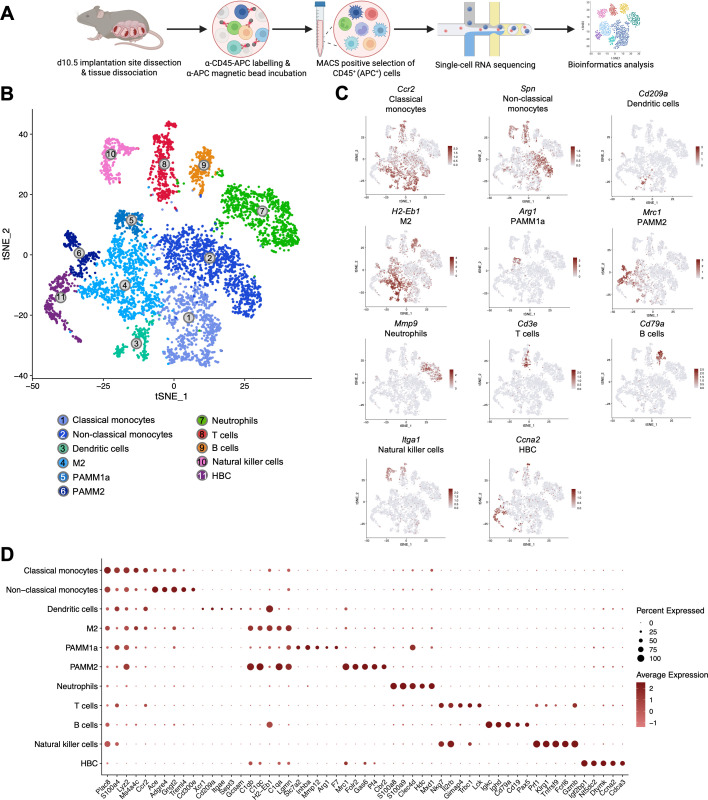
Identification of eleven distinct leukocyte populations by scRNA-seq. **(A)** Experimental workflow for the isolation and single-cell RNA-sequencing (scRNA-seq) analysis of cells at the d10.5 maternal-fetal interface. Four implantation sites from each female (Nodal^loxP/loxP^ n=4, Nodal^Δ/Δ^ n=4) were dissected, mechanically dissociated and enzymatically digested to generate single-cell suspensions. CD45^+^ leukocytes were enriched by magnetic activated cell sorting (MACS) prior to the pooling of two females (eight implantation sites) per sample (Nodal^loxP/loxP^ n=2, Nodal^Δ/Δ^ n=2), fixation and processing. Droplet-based encapsulation scRNA-seq was conducted (10X Genomics Chromium FLEX) and transcriptomic data analyzed. Created in BioRender. **(B)** t-SNE of the eleven distinct clusters of *Ptprc*^+^ cells identified through pseudo-bulk clustering. Clusters coloured according to cell type- blue; monocytes (1, 2) and macrophages (4–6), turquoise; dendritic cells (3), green; neutrophils (7), red; T cells (8), orange; B cells (9), pink; natural killer cells (10) and purple; Hofbauer cells (HBC, 11). **(C)** Representative t-SNE of marker genes used for the manual annotation of each cluster to cell type. **(D)** Dotplot of the top five highest-expressed marker genes (adjusted P-value<0.05) in each of the eleven immune cell clusters.

### Characterization of myeloid cells at the d10.5 maternal-fetal interface

#### Macrophages

Macrophages at the d10.5 maternal-fetal interface are a very heterogeneous population and are characterized by their compartment localization, cell origin and polarization state. Decidual macrophages originate from monocyte precursors and are a mixed M1/M2 or M2-predominant state at mid-gestation (43–45). Although it was presumed that maternal macrophages also resided within the placenta (PAMMs), this was only recently proven by the scRNA-seq analysis of human first trimester tissues and the d17.5 mouse placenta (20, 35). Conversely, fetal-origin macrophages or HBCs derived from the embryonic yolk sac have been described in the placental villus for decades (46–48) and are known to populate the mouse placenta by d10.5 (47).

The most abundant macrophage population identified on d10.5 was the decidual M2 cluster (**Figure 2A**). 

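In both control libraries M2 cells outnumbered the other maternal macrophage classes. M2 cells made up 13% ± 0.805 (SD, n = 2) of the filtered control cells, PAMM1a cells 4.49% ± 0.493 (SD, n = 2) and PAMM2 cells 3.55% ± 0.715 (SD, n = 2). Control library 1 held 415 M2, 138 PAMM1a and 135 PAMM2 cells, and control library 2 held 295, 105 and 66. The exact 95% binomial interval of the M2 share was 11.4 to 13.6% in control library 1 and 12.2 to 15.1% in control library 2, which covers counting error only. In NodalΔ/Δ libraries M2 cells were also the largest macrophage class, with 120 and 98 cells.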

M2 cells had an expression profile that aligned closely with M2-polarized anti-inflammatory macrophages from other scRNA-seq analyses of human first trimester (18, 19, 21) and mouse gestational tissues (36, 49). In addition to *C1qa/b/c*, *H2-Eb1* and *Lgmn* (**Figure 1D**), decidual M2 cells showed high expression of genes related to lipid metabolism and immune regulation such as *Acp5*, *Ctsb/d/l*, *Apoe*, *Lipa*, *Mafb*, *Lgals3*, *Fabp5*, *Trem2*, *Cxcl16*, *Mertk*, *Tgfbi*, *Selenop* and *Mmp14* (**Figure 2B**). These marker genes were associated with the Gene Ontology (GO) biological process terms “positive regulation of immune system processes”, “macrophage activation” and “antigen processing and presentation” (**Figure 2C**). 

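M2 cells carried the genes of complement, lysosome and lipid handling at high levels, mostly shared with the other macrophages. Of the 20 genes listed for them, 20 ranked in the first 3 of the 11 classes, 10 were highest in M2 cells and 11 were highest among M2, PAMM1a and PAMM2 cells. Apoe, the lipid carrier, was at 7953 ± 2765 CPM in M2 cells and 7177 ± 2364 in PAMM2 cells (SD, n = 4), a difference within the spread of the libraries. Trem2, a lipid-sensing receptor, was at 53.1 ± 20.6 CPM in M2 cells, 34.4 ± 23.1 in PAMM1a and 36.2 ± 16.9 in PAMM2 cells. The complement gene C1qc was higher in PAMM2 cells (3061 ± 779 CPM) than in M2 cells (2247 ± 789 CPM). For Ctsd, a lysosomal protease, the levels were 2228 ± 419 CPM in M2 and 1711 ± 578 in PAMM1a cells, and for Mertk, a receptor for apoptotic cells, 278 ± 41 and 179 ± 106 CPM. Lgmn, Acp5, Trem2, Cxcl16, Mertk and Tgfbi were among the markers that named the cluster. Of the 14 other genes, 5 were highest in M2 cells. One of the clusters within this class was led by MHC class II genes.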

The top 25 GO terms (adjusted P-value<0.05) for all cluster marker genes are listed in **Supplementary Data 2**.

**Figure 2:**
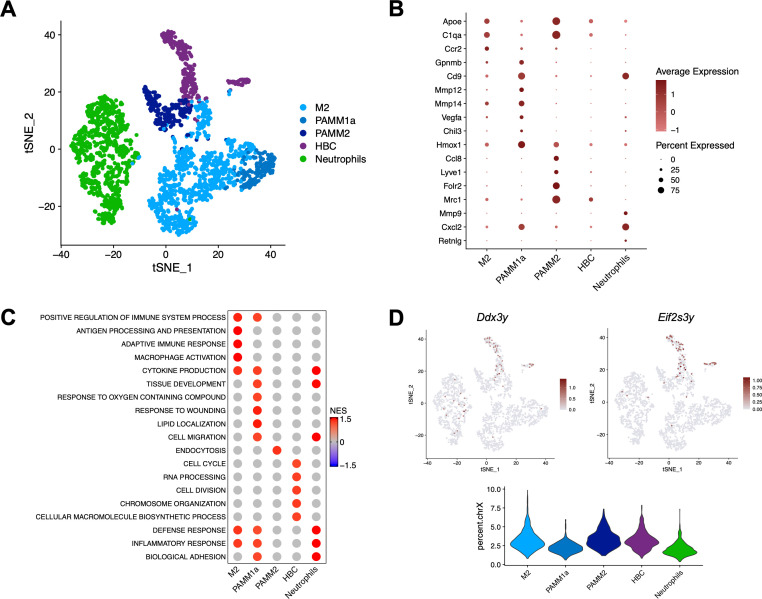
Macrophages and neutrophils in the d10.5 decidua and placenta. **(A)** t-SNE of the neutrophil and four macrophage clusters at the d10.5 maternal-fetal interface. **(B)** Dotplot expression of additional marker genes (adjusted P-value<0.05) for macrophage and neutrophil clusters at the d10.5 maternal-fetal interface. **(C)** Gene Ontology (GO) biological process terms for marker genes of macrophage and neutrophil populations (adjusted P-value<0.05). **(D)** t-SNE of the male-specific marker genes *Ddx3y* and *Eif2s3y* to distinguish between fetal HBCs and maternal macrophages on d10.5. Percentage of reads that mapped to the X chromosome showed female cells (maternal or fetal) in all clusters.

The resolution of two additional maternal-origin macrophage clusters indicated the novel characterization of PAMMs in the d10.5 mouse placenta. The first cluster was labelled “PAMM1a” due to its close resemblance to human PAMM1a cells (20), as the expression of *Folr2* and *Ccr2* was absent but *Cd9* was highly enriched (**Figure 2B**). d10.5 PAMM1a cells were most similar to the d17.5 PAMM_Spp1 cluster (35). 

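Folr2 and Ccr2 were low and Cd9 was high in PAMM1a cells relative to the other maternal macrophages. Folr2, a folate receptor of resident macrophages, was at 43.1 ± 44.4 CPM (SD, n = 4) in PAMM1a cells, 202 ± 97.5 in M2 cells and 1817 ± 269 in PAMM2 cells. Ccr2, the monocyte chemokine receptor, was at 121 ± 19.6 CPM in PAMM1a, 383 ± 44.2 in M2 and 380 ± 94.3 in PAMM2 cells.
The tetraspanin Cd9 was at 1243 ± 283 CPM in PAMM1a cells, 334 ± 16.4 in M2 and 155 ± 46.1 in PAMM2 cells (SD, n = 4). Neutrophils were at 2273 ± 482 CPM in control libraries, above PAMM1a cells (1401 ± 257), and at 839 ± 50.1 CPM in NodalΔ/Δ libraries, below them in both (1085.5 ± 274, SD, n = 2 each).
With every cell thinned to 800 UMIs, a Cd9 UMI was present in 49.1% of PAMM1a cells, 15.8% of M2 cells and 11.4% of B cells, a class in which Cd9 is low (unthinned 82.5%, 36.4% and 14.5%, at medians of 2919.5, 2336 and 856 UMIs per cell). The thinned share with a Ccr2 UMI was 11.2% in PAMM1a cells, 26.9% in M2 cells and 9.49% in B cells, and that with a Folr2 UMI 1.39%, 6.14% and 1.27%. Thinning left out 5 PAMM1a, 32 M2 and 125 B cells. In PAMM1a cells the shares of Folr2 and Ccr2 lie within the exact 95% intervals of those in B cells (0.154 to 4.5% and 5.41 to 15.2%). The Ccr2 share in PAMM1a cells lay above those in neutrophils (3.6%), natural killer cells (4.73%) and HBCs (1.23%).
Cd9 lies on chromosome 6 from 125460266 to 125494791 and Ccr2 on chromosome 9 from 124101950 to 124113557 of mm10.

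**Figure D1:**
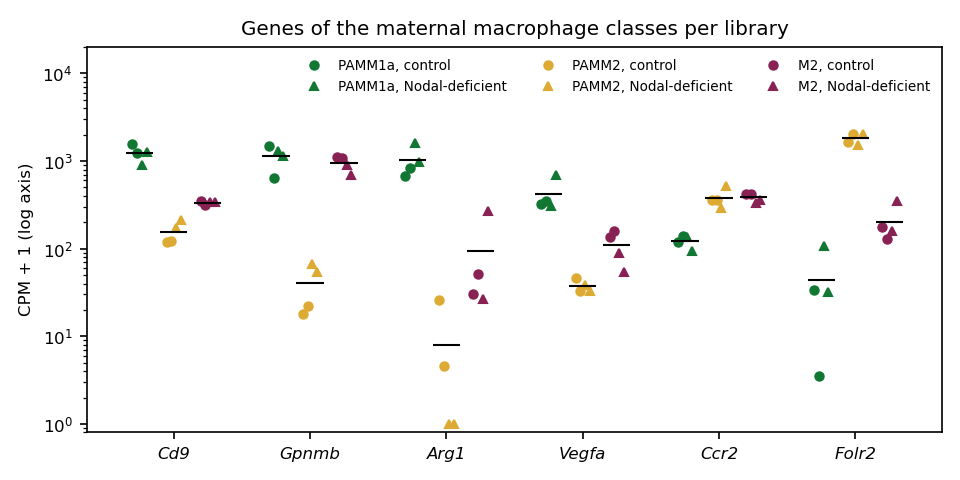
Levels of Cd9, Gpnmb, Arg1, Vegfa, Ccr2 and Folr2 in PAMM1a, PAMM2 and M2 cells, as CPM plus 1 on a log axis. Circles are control libraries, triangles are NodalΔ/Δ libraries and lines are the means of the 4 libraries; Cd9 lies at 1243 CPM in PAMM1a and 155 CPM in PAMM2 cells.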

PAMM1a marker genes were associated with angiogenesis, lipid metabolism and immune regulation including *Arg1*, *Inhba* (**Figure 1D**), *Fn1*, *Orl1*, *Mmp8/12/13/14/19*, *Spp1*, *Vegfa*, *Lpl*, *Cd36*, *Ctsb/d/l*, *Lgmn*, *Lgals3*, *Cd63*, *Ilr7*, *Hmox1* and *Chil3* (**Figure 2B**). Moreover, PAMM1a cells replicated the enrichment of *Gpnmb* as described in other human equivalents (**Figure 2B**) (18, 19). Collectively, the properties of d10.5 PAMM1a cells were most reflected by the GO terms “tissue development”, “response to wounding” and “lipid localization” (**Figure 2C**), suggesting functions in tissue repair and macrophage phagocytosis.

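PAMM1a cells carried matrix proteases, secreted regulators and lipid uptake genes at high levels. Of the 22 genes listed for them (with Orl1 and Ilr7 read as Olr1 and Il7r), 15 were highest in PAMM1a cells of the 11 classes, 18 were highest among the maternal macrophages, and 22 ranked in the first 3 classes. Spp1 (osteopontin) was at 12540 ± 5381 CPM (SD, n = 4) in PAMM1a cells and at 17699 ± 7040.4 CPM in natural killer cells. The metalloproteinase genes Mmp12 and Mmp13 were at 3760.4 ± 842 and 645 ± 571 CPM in PAMM1a cells, and at 212 ± 137 and 62.8 ± 33.5 CPM in M2 cells. Fn1 (fibronectin) was at 871 ± 413 CPM in PAMM1a cells and higher in PAMM2 cells, at 2367.5 ± 663 CPM. Hmox1, which degrades heme, was at 4958 ± 2035 CPM in PAMM1a cells. Arg1, Inhba, Olr1, Mmp12, Mmp13, Mmp19, Spp1, Lpl and Il7r were among the markers that named the cluster; of the 13 other genes, 8 were highest in PAMM1a cells.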

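Gpnmb, a glycoprotein of lipid-laden macrophages, was highest in PAMM1a cells, at 1144.5 ± 357 CPM (SD, n = 4), followed by M2 cells, at 944 ± 192 CPM. The 2 levels lie within the spread between libraries, and PAMM2 cells were at 39.4 ± 24.1 CPM. With every cell thinned to 800 UMIs, a Gpnmb UMI was present in 32.8% of PAMM1a cells, 20.8% of M2 cells and 3.8% of B cells (5, 32 and 125 shallower cells left out); without thinning the shares were 49%, 29.4% and 4.59%. Gpnmb lies on chromosome 6 from 49036546 to 49070929 of mm10. Gpnmb was itself one of the markers that named the cluster.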

The second PAMM cluster was defined as “PAMM2” since it matched the FOLR2^+^ CD9^-^ CCR2^-^ PAMM2 population identified by flow cytometry of human first trimester samples (20). 

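PAMM2 cells combined the highest Folr2 level of the 11 classes with the lowest Cd9 level among the maternal macrophages. With every cell thinned to 800 UMIs, a Folr2 UMI was present in 50% of PAMM2 cells and 0.133% of neutrophils, which lack Folr2 (unthinned 64.7% and 0.396%, at medians of 3005.5 and 1016.5 UMIs per cell). The thinned share with a Cd9 UMI was 9.54% in PAMM2 cells (unthinned 28.5%), no higher than in B cells; 8 PAMM2 cells and 259 neutrophils were left out as shallower. The thinned share with a Ccr2 UMI was 22.4% in PAMM2 cells (unthinned 42.9%), above that in B cells and close to that in M2 cells. Folr2 lies on chromosome 7 from 101839988 to 101857194 of mm10. Folr2 was among the markers that named this cluster, whereas Cd9 and Ccr2 were not.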

Previously considered analogous to decidual macrophages (20), here d10.5 mouse PAMM2 cells formed a similar but distinct cluster from decidual M2 cells in scRNA-seq (**Figures 1B**, **2A**). In addition to the enrichment of *Folr2* and absence of *Cd9* and *Ccr2* (**Figure 2B**), PAMM2 cells were recognized by the high expression of *Mrc1*, *Pf4* (**Figures 1D**, **2B**), *Lyve1*, *Ccl8*, *C1qa/b/c*, *Apoe* (**Figure 2B**), *Fcna*, *C4b* and *Dab2*. 

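PAMM2 cells were set apart from M2 cells by higher levels of receptors of resident macrophages and lower levels of MHC class II genes, each by more than the spread between libraries. Lyve1, a hyaluronan receptor, was at 1034 ± 443 CPM (SD, n = 4) in PAMM2 and 7.6 ± 3.8 CPM in M2 cells. Mrc1, the mannose receptor, was at 2420 ± 261 and 573 ± 211 CPM. In the other direction, H2-Eb1 was at 1914 ± 679 CPM in PAMM2 cells and 4687 ± 307 CPM in M2 cells.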

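Of the 12 genes listed as high in PAMM2 cells, 11 were highest in PAMM2 cells of the 11 classes, and Apoe was second. Pf4, a platelet-type chemokine, was at 781 ± 183 CPM and Ccl8, a monocyte chemoattractant, at 1475 ± 614 CPM (SD, n = 4). The levels were 899 ± 331 CPM for the lectin Fcna, 817 ± 159 CPM for complement C4b and 2256 ± 449 CPM for the endocytic adaptor Dab2. The same genes in M2 cells were at 210.5 ± 33, 363 ± 279.8, 64.4 ± 23.6, 123 ± 81.6 and 625 ± 125 CPM. Folr2, Mrc1, Pf4, Lyve1, Ccl8, Fcna and C4b were among the markers that named the cluster, and of the 5 other genes 4 were highest in PAMM2 cells.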

PAMM2 cells were also comparable to the d17.5 PAMM_Ccl8 population (35). “Endocytosis” was the singular marker GO term affiliated with PAMM2 cells (**Figure 2C**), which may indicate a role for this population in placental development and nutrient transport.

The evaluation of male-specific *Ddx3y* and *Eif2s3y* gene expression was used to overcome the challenge of defining HBCs as a separate population from maternal-origin M2, PAMM1a and PAMM2 cells. Due to the random inclusion placentae from male and female embryos, the fetal HBC cluster showed enrichment for the two male-specific genes (**Figure 2D**). 

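Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty can only come from male fetuses in tissue of pregnant females. At unequal depths, they had UMIs in a larger share of the HBC and trophoblast clusters than of any other named class. At least 1 UMI of these genes was present in 86 of 164 cells (52.4%, exact 95% interval 44.5 to 60.3) of the HBC cluster and in 14 of 32 cells (43.8%, exact 95% interval 26.4 to 62.3) of the trophoblast cluster. PAMM2 cells had such a UMI in 12 of 312 cells (3.85%, exact 95% interval 2 to 6.62), M2 cells in 8 of 928 cells (0.862%, exact 95% interval 0.373 to 1.69) and PAMM1a cells in 2 of 292 cells (0.685%, exact 95% interval 0.0831 to 2.45). Within PAMM2 it was 8 of 113 cells (7.08%, exact 95% interval 3.11 to 13.5) in sub-cluster 6.1, split from the same cycling cluster as the HBCs. In cluster 10, which held the other PAMM2 cells, it was 4 of 199 (2.01%, exact 95% interval 0.55 to 5.07). These 2 intervals overlap. Of the 257 cells with such a UMI, 86 were in the HBC cluster and 14 in trophoblast; 56 were among the 309 cells of unnamed clusters, 27 among 313 of decidual stroma and 25 among 1010 neutrophils. The HBC cluster held 88 UMIs of Ddx3y and 123 of Eif2s3y. Natural killer cells, a maternal class, had such a UMI in 0 of 283 cells, which allows a share of up to 1.29%, at a median of 5390 UMIs per cell against 12438 in the HBC cluster. With each cell thinned to 800 UMIs, which leaves out 1 HBC and 8 natural killer cells, the share in the HBC cluster was 8.59% and that in natural killer cells 0%. Trophoblasts, at a median of 15861 UMIs before thinning, then had 0 of 32 (exact 95% interval up to 10.9%). Decidual stroma had 4.36% and neutrophils 1.86%, so the higher share of trophoblasts was not seen at equal depth. With at least 2 UMIs required, 39.6% of the HBC cluster remained. The male UMIs of the HBC cluster came from 85 of 147 control cells (57.8%) and 1 of 17 NodalΔ/Δ cells (5.88%).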

The use of male-specific markers was most important to define PAMM2 cells, as the expression of *Mrc1*, *Folr2* and *Lyve1* is typically associated with human HBCs (18, 20, 35). Since HBCs in mice and humans differ in cell ontology and localization within the placenta (50), and *Folr2* was previously reported to be an inadequate marker for mouse d17.5 HBCs (35), it is now proposed that *Mrc1*, *Folr2* and *Lyve1* are also insufficient markers for mid-gestational mouse HBCs. Instead, as HBCs enter the placenta by d10.5 (47), they resemble proliferating and primitive macrophages with marker GO terms exclusively related to cell division and cycling (**Figure 2C**). Therefore, although the characterization of fetal HBCs was outside the scope of this study, it is reiterated that male-specific markers are required to determine the true origin of macrophages present at the maternal-fetal interface.

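Cells of the HBC cluster carried transcripts of proliferation at high levels and in most cells. Mki67, a marker of cycling cells, was at 672 CPM and had a UMI in 90.2% of the 164 cells. A UMI of Top2a, which untangles DNA in mitosis, was present in 82.9%, of Birc5 in 86.6%, of Ccna2 (cyclin A2) in 86.6% and of Cdk1 in 86% of these cells. With every cell thinned to 800 UMIs, an Mki67 UMI was present in 33.1% of the HBC cluster, 14.8% of PAMM2 cells, 2.23% of M2 cells and 1.27% of B cells, with 1, 8, 32 and 125 shallower cells left out. In PAMM2 cells Mki67 was at 352 CPM with a UMI in 30.1% of cells, and in non-classical monocytes at 21.5 CPM with a UMI in 2.84% of cells (median 1275 UMIs). Of the PAMM2 cells, 113 lay in sub-cluster 6.1, which was split from the same cycling cluster as the HBCs. There Mki67 was at 479 CPM with a UMI in 41.6% of cells. These are pooled values over the 4 libraries and have no replicate error. The cluster was named from Mki67, Top2a, Birc5, Ccna2, Cdk1 and other genes of the cell cycle, so the levels restate the naming; a test of the naming on simulated cells recovered 36.4% of 66 HBCs.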

#### Neutrophils

Neutrophils exhibit functional plasticity throughout pregnancy that counteracts their more well-defined pro-inflammatory role in phagocytosis, cytotoxic granule production and neutrophil extracellular trap (NET) formation. Instead, decidual neutrophils are polarized towards an immunosuppressive and pro-angiogenic state, mirroring the M1/M2 dichotomy and producing factors to assist in tissue remodeling and vascularization (51). On d10.5 during normal placental development, neutrophil marker genes that reflected these pregnancy-associated functions included *Mmp9*, *Cxcl2*, *Retnlg* (**Figure 2B**), *Mmp8*, *Wfdc21*, *Cxcr2*, *Csf3r* and *Junb*. These genes were associated with the GO biological process terms “defense response”, “inflammatory response” and “cell migration” (**Figure 2C**).

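Of the 8 genes listed for neutrophils, 7 were highest in neutrophils of the 11 classes in all 4 libraries. In the control libraries, Mmp8 (neutrophil collagenase) was at 136 ± 11.2 CPM in neutrophils and 184 ± 98.5 CPM in PAMM1a cells (SD, n = 2), higher in neutrophils in library 1 and in PAMM1a cells in library 2. In the same libraries the chemokine Cxcl2 was at 6817 ± 207 CPM (SD, n = 2) in neutrophils and the growth factor receptor Csf3r at 5014.5 ± 463 CPM (SD, n = 2). The chemokine receptor Cxcr2 was at 1303 ± 96.9 CPM, Retnlg at 607 ± 193 CPM and Wfdc21 at 808 ± 31.9 CPM. Junb, a component of the AP-1 transcription factor, was at 1780.1 ± 132 CPM (SD, n = 2). Junb and Mmp8 were not among the markers that named the cluster, and the other 6 genes were.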

### Changes in the abundance and gene expression profile of Nodal^Δ/Δ^ leukocytes

The reproductive phenotypes described in the Nodal^Δ/Δ^ model (11, 14) provided a unique opportunity to investigate maternal immune dysregulation during placental development and how it was associated with pregnancy complications like fetal loss, IUGR and PE. A total of 4,938 cells from Nodal^loxP/loxP^ females and 1,153 cells from Nodal^Δ/Δ^ females were used for differential analysis (**Figure 3A**). 

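After the same filters, 5499 control cells and 1519 NodalΔ/Δ cells were kept, of which 5168 and 1267 lay in clusters other than those of stroma, endothelium, trophoblast and cluster 14, led by Apoa1, Ttr and Afp. Both NodalΔ/Δ libraries held fewer cells than either control library. Doublets removed at this step amounted to 8.84% and 8.09% of the control cells that passed the other filters, and to 6.74% and 3.2% of the NodalΔ/Δ cells. In simulated mixtures of 2 classes the score found 35.3% of 150 doublets, so doublets remain among the kept cells.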

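Monocytes took a smaller share of the filtered cells in NodalΔ/Δ females. Non-classical monocytes, the patrolling Spn-positive type, made up 21.2% ± 0.574 (SD, n = 2) of control cells and 9.08% ± 0.459 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change -1.22, standard error 0.07, FDR = 0.00156, edgeR's quasi-likelihood test on cell numbers). Classical monocytes made up 13.5% ± 0.104 (SD, n = 2) of control cells and 7.52% ± 0.116 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change -0.85, standard error 0.09, FDR = 0.00695). 503 of 743 control and 81 of 114 NodalΔ/Δ classical monocytes lay in the cluster led by Arhgef37, Chil3 and Sell, and the others in clusters led by MHC class II genes or by Cyp4f37.
Neutrophils made up 18.4% (exact 95% interval 17.1 to 19.8) and 11.3% (10 to 12.8) of cells in the control libraries, and 11.5% (9.49 to 13.7) and 7.44% (5.48 to 9.83) in the NodalΔ/Δ libraries. The mean was 14.9% ± 5.02 against 9.46% ± 2.86 (SD, n = 2 each); NodalΔ/Δ library 1 and control library 2 had almost the same share, and the difference did not pass the test (log2 fold change -0.64, standard error 0.35, FDR = 0.209).
PAMM1a cells made up 4.49% ± 0.493 (SD, n = 2) of control cells and 3.16% ± 0.489 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change -0.49, standard error 0.25, FDR = 0.209), which did not pass either. The share of PAMM1a cells passed as lower with no library correction, and its change had the opposite sign at resolution 0.8.
Because the genotypes differ in genes that also shape the clusters, cells were clustered again without 1024 genes that differed between genotypes in any class. The log2 fold changes were then -1.12 (FDR = 3.61e-06) for non-classical monocytes, -0.93 (FDR = 0.00497) for classical monocytes, -1.03 (FDR = 0.00411) for neutrophils and -0.02 (FDR = 0.998) for PAMM1a cells; this step was chosen after the values were seen. The share of Neutrophils also passed with no Ptprc filter (-1.01, FDR = 0.000136), with doublets kept (-0.75, FDR = 0.00763), with cells typed by marker z-scores (-1.59, FDR = 0.000672), with TMM factors on cell counts (-0.93, FDR = 0.013), with a replicate block (-0.65, FDR = 5.66e-05) and without NodalΔ/Δ library 1 (-1, FDR = 0.0024). It was smaller and did not pass with cells of over 500 genes (-0.18), over myeloid cells only (-0.25), without control library 1 (-0.25) and without NodalΔ/Δ library 2 (-0.38).
Clusters without a name took 3.36% and 3.14% of control cells against 8.21% and 8.93% of NodalΔ/Δ cells. No call for monocytes held with a single control library: the FDR of non-classical monocytes was 0.0847 without control library 1 and 0.0963 without control library 2, and that of classical monocytes 0.195 and 0.132. The share of Classical monocytes also lost its call with doublets kept (-0.36, FDR = 0.14), with no Ptprc filter (-0.69, FDR = 0.05002) and after a single round of clustering (FDR = 0.0545), and over myeloid cells only it was -0.48 (FDR = 0.0472). Non-classical monocytes kept theirs in each of these, at -0.80 with no Ptprc filter.

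**Figure D2:**
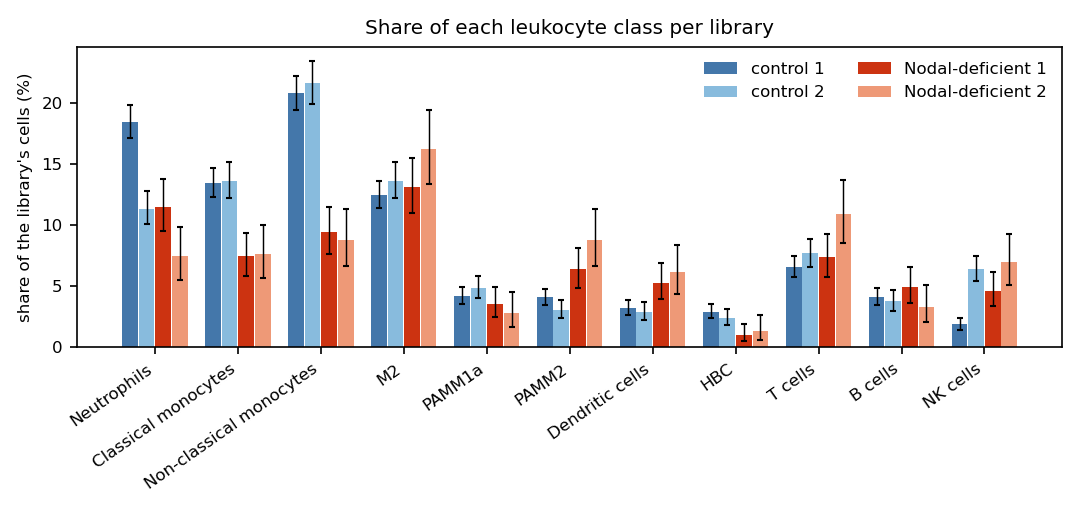
Share of each of the 11 leukocyte classes among the filtered cells of each library, in percent, with exact 95% binomial intervals. Bars stand for the control and NodalΔ/Δ libraries. Non-classical monocytes average 21.2% in control and 9.08% in NodalΔ/Δ libraries.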

The most notable changes in leukocyte abundance between groups was observed in myeloid cells, as Nodal^Δ/Δ^ females had a significant decrease in the proportion of neutrophils (Nodal^loxP/loxP^ 16.1%, Nodal^Δ/Δ^ 7.1% of leukocytes), non-classical monocytes (Nodal^loxP/loxP^ 23.2%, Nodal^Δ/Δ^ 11.2% of leukocytes) and PAMM1a cells (Nodal^loxP/loxP^ 3.4%, Nodal^Δ/Δ^ 2.2% of leukocytes). In Nodal^Δ/Δ^ females there was an almost two-fold increase in the proportion of M2 (Nodal^loxP/loxP^ 14.0%, Nodal^Δ/Δ^ 24.6% of leukocytes) and PAMM2 cells (Nodal^loxP/loxP^ 3.1%, Nodal^Δ/Δ^ 8.3% of leukocytes). 

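PAMM2 cells, the Folr2-positive macrophages, had the larger change of the pair. They made up 3.55% ± 0.715 (SD, n = 2) of control cells and 7.55% ± 1.71 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 1.07, standard error 0.28, FDR = 0.0509, edgeR's quasi-likelihood test on cell numbers), just short of the threshold, and every NodalΔ/Δ library lay above every control library. M2 cells made up 13% ± 0.805 (SD, n = 2) of control cells and 14.7% ± 2.17 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 0.17, standard error 0.13, FDR = 0.331). Among the cells of leukocyte clusters alone, a denominator chosen after seeing the data, the means were 13.9% ± 0.908 and 17.4% ± 1.48 for M2 cells and 3.78% ± 0.747 and 8.93% ± 1.46 for PAMM2 cells (SD, n = 2). When cells were clustered without the genes that differed between genotypes, the log2 fold change was 1.47 (FDR = 0.00728) for PAMM2 cells, and it turned to -0.43 (FDR = 0.0109) for M2 cells. The largest M2 cluster was 2.0 in control and 2.2 in NodalΔ/Δ libraries.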

Flow cytometry validated the reduction of neutrophils in Nodal^Δ/Δ^ females (**Supplementary Figure 1**) but was not able to identify monocyte and macrophage subpopulations analogous to those in scRNA-seq due to the simplicity of markers used. Furthermore, the decrease in the number of Nodal^Δ/Δ^ neutrophils was only observed directly at the d10.5 maternal-fetal interface and not systemically, as the composition of matched peripheral blood (**Supplementary Figures 2A, B**) and splenic (**Supplementary Figures 2C, D**) leukocytes remained unchanged. The proportion of lymphocytes was also the same between groups (**Figure 3B**; **Supplementary Figure 1**, **Supplementary Figure 2**).

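No lymphocyte class passed the test for a difference in share. T cells made up 7.08% ± 0.804 (SD, n = 2) of control cells and 9.12% ± 2.53 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 0.35, standard error 0.25, FDR = 0.288), B cells 3.92% ± 0.268 (SD, n = 2) of control cells and 4.11% ± 1.14 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 0.09, standard error 0.28, FDR = 0.774) and natural killer cells 4.1% ± 3.2 (SD, n = 2) of control cells and 5.77% ± 1.66 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 0.50, standard error 0.72, FDR = 0.563), tested with edgeR's quasi-likelihood test on cell numbers. The class named T cells may hold natural killer cells: the list that named it includes natural killer receptor genes, and Ncr1 and Klre1 had a UMI in 45.9% and 51% of its cells, against 21.6% and 40.6% in the class named natural killer cells, so the 2 shares need not be those of the paper's classes. Natural killer cells varied most within a genotype, with 61 cells in control library 1 and 138 in control library 2; without control library 1 their log2 fold change was -0.16, and without control library 2 it was 1.63 (FDR = 0.132). The share of B cells passed as lower with no Ptprc filter (log2 fold change -0.75, FDR = 0.0466); it was -0.25 without NodalΔ/Δ library 1, -0.17 with TMM factors on cell counts and -0.085 with cells of over 500 genes. The share of T cells was -0.57 with no library correction (FDR = 0.513). Clustered without the genes that differ between genotypes, the log2 fold changes were 0.50 (FDR = 0.147) for T cells, 0.33 (FDR = 0.513) for B cells and 0.41 (FDR = 0.43) for natural killer cells. A p that misses the threshold with 2 libraries per genotype does not show equal shares.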

**Figure 3:**
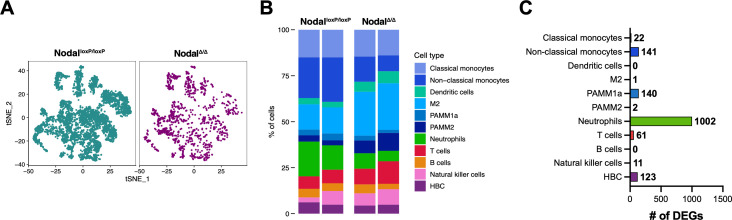
Changes in the abundance and gene expression profile of leukocytes in Nodal^Δ/Δ^ females. **(A)** t-SNE of all *Ptprc*^+^ cells at the Nodal^loxP/loxP^ (n=2) and Nodal^Δ/Δ^ (n=2) maternal-fetal interface. **(B)** Proportion of cell types in each sample. Notably, the proportion of maternal neutrophils, non-classical monocytes and PAMM1a cells was significantly decreased in Nodal^Δ/Δ^ females, while the proportion of M2 and PAMM2 cells was increased (FDR<0.05). **(C)** The number of significant differentially expressed genes (DEGs) (adjusted P-value<0.1) in all immune cell clusters at the d10.5 maternal-fetal interface between Nodal^loxP/loxP^ and Nodal^Δ/Δ^ females.

Differentially expressed genes (DEGs) were then assessed to identify changes in leukocyte gene expression profile in the context of Nodal^Δ/Δ^ reproductive pathologies. 

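Neutrophils had more genes past the threshold than any other class: 823 of 4951 tested (353 higher and 470 lower in NodalΔ/Δ cells). T cells had 124, classical monocytes 110, B cells 107 and non-classical monocytes 86, while dendritic cells had 13, M2 and natural killer cells 9 each, HBCs 7 and PAMM2 cells 5. In neutrophils the gene with the smallest p was S100a8, a subunit of calprotectin, which fell from 24792 ± 1799.6 to 6173 ± 212 TMM-scaled CPM (SD, n = 2; log2 fold change -2.01, standard error 0.17, adjusted p = 0.000162 from edgeR's quasi-likelihood test). The actin regulator Inf2 rose from 188 ± 5.89 to 1212 ± 345 TMM-scaled CPM (log2 fold change 2.71, standard error 0.27, adjusted p = 0.000767). The neutrophil sums held 762888 and 264963 UMIs in control and 197772 and 56013 in NodalΔ/Δ libraries. Every NodalΔ/Δ value lay on one side of both control values for 2693 genes (54.4%, where chance gives 33.3%). DESeq2 called 265 genes, all among those 823, and limma's voomLmFit over all classes called 1010, of which 701 were shared. The count was 246 without control library 1 and 500 without control library 2, and it ranged from 143 to 234 when all sums were thinned to the lowest total. Leaving out 1 library at a time, the count ran from 68 (without control library 2) to 348 (without NodalΔ/Δ library 2) in T cells, from 14 (without control library 1) to 291 (without NodalΔ/Δ library 2) in classical monocytes, from 10 (without NodalΔ/Δ library 1) to 31 (without control library 2) in non-classical monocytes, from 26 (without control library 2) to 382 (without NodalΔ/Δ library 2) in natural killer cells and from 0 (without NodalΔ/Δ library 1) to 11 (without control library 2) in HBCs. With library totals alone in place of TMM factors, natural killer cells had 49 higher and 12 lower genes, against 9 and 0.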

The most pronounced difference in Nodal^Δ/Δ^ females compared to Nodal^loxP/loxP^ controls was observed in the neutrophils with 1002 DEGs. Additionally, despite the small population size, the Nodal^Δ/Δ^ PAMM1a population had 141 DEGs (**Figure 3C**). 

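In PAMM1a cells of NodalΔ/Δ females the chemokine gene Ccl17 was lower and Selenop was higher. Of 5063 genes, 22 passed an adjusted p under 0.1 from edgeR's quasi-likelihood test, 15 higher and 7 lower in NodalΔ/Δ cells. Ccl17, a ligand of CCR4 on chromosome 8 from 94810453 to 94812036 of mm10, had 314 and 243 UMIs in the control sums and 0 in both NodalΔ/Δ sums (adjusted p = 5.43e-05). Against a floor of 3 counts over the NodalΔ/Δ libraries it was at least 20.3-fold lower. Selenop, a selenium carrier, rose from 257 ± 73.9 to 1255 ± 155 TMM-scaled CPM (SD, n = 2; log2 fold change 2.26, standard error 0.32, adjusted p = 0.000778). The 22 calls rest on 138 and 105 control cells against 32 and 17 NodalΔ/Δ cells, with 75128 and 32054 UMIs in the NodalΔ/Δ sums. At an unadjusted p under 0.05 there were 385 genes. DESeq2 called 7 and limma's voomLmFit 16; leaving out control library 2 gave 7, NodalΔ/Δ library 1 13 and NodalΔ/Δ library 2 58. On simulated counts of this class, 11% of genes changed 2-fold and 63% of those changed 4-fold were found among 4819 genes.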

The top 50 DEGs (adjusted P-value<0.1) for each cluster are listed in Supplementary Data 3 and displayed as a heatmap in **Supplementary Figure 3**. Since the role of PAMM1a cells and neutrophils in reproductive failure is unknown or poorly defined, these two populations were characterized in Nodal^Δ/Δ^ females.

### Differentially expressed genes and gene ontology analysis of Nodal^Δ/Δ^ PAMM1a cells and neutrophils

To understand how PAMM1a cells and neutrophils differ in the context of reproductive failure, analysis of specific DEGs and their associated GO biological process terms was conducted. Nodal^Δ/Δ^ PAMM1a cells had 101 genes significantly downregulated and 39 upregulated, including the decreased expression of many angiogenic and immunosuppressive genes such as *Cnot2*, *Ndufs8*, *Gapvd1*, *Wfdc17*, *Ccl6* and *Cyba* (**Figure 4A**). These downregulated DEGs were associated with GO biological process terms “oxidative phosphorylation” and “aerobic respiration” (**Figure 4B**). 

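Genes higher in NodalΔ/Δ PAMM1a cells included complement and lysosomal genes that M2 and PAMM2 cells also carry, and chemokine genes were among the lower ones. The complement genes C1qa, C1qb and C1qc had log2 fold changes of 1.94, 1.91 and 2.03 (adjusted p = 0.00369, 0.0056 and 0.00175 from edgeR's quasi-likelihood test). The lipid carrier Apoe (1.77, adjusted p = 0.0432), the protease gene Ctsl (1.66, adjusted p = 0.0422) and the collagenase gene Mmp13 (2.19, adjusted p = 0.00221) were higher as well. Lower were the chemokine Cxcl3 (-2.04, adjusted p = 0.0371), Chil3, a chitinase-like protein of alternatively activated macrophages (-1.86, adjusted p = 0.0891) and Fam20c (-1.71, adjusted p = 0.0883). Of 22 genes of angiogenesis tested, 1 was higher and 0 lower (1 and 1 when adjusted over the list alone; camera adjusted p = 0.777, adjusted p = 0.89 with an estimated correlation); the higher one was Plau (urokinase), at a log2 fold change of 1.31. Of 19 genes of alternative polarization, 0 were higher and 2 lower (6 and 2 when adjusted over the list alone; camera adjusted p = 0.259, adjusted p = 0.834 with an estimated correlation); the lower ones were Ccl17 and Chil3, the median log2 fold change of the list was 0.28 and its mean -0.22. Of 19 markers of M2 cells, 1 was higher and 0 lower (7 and 0 when adjusted over the list alone; camera adjusted p = 2.08e-09, adjusted p = 0.834 with an estimated correlation). The genes Ccl6 (log2 fold change -1.08, standard error 0.38, adjusted p = 0.422), Wfdc17 (log2 fold change -0.89, standard error 0.34, adjusted p = 0.48), Ndufs8 (log2 fold change -0.97, standard error 0.55, adjusted p = 0.779), Gapvd1 (log2 fold change -0.95, standard error 0.64, adjusted p = 0.821), Cyba (log2 fold change -0.48, standard error 0.33, adjusted p = 0.821) and Cnot2 (log2 fold change -0.37, standard error 0.58, adjusted p = 0.931) had negative values that did not pass the test. Arg1 had a log2 fold change of 0.85 (adjusted p = 0.478) and Vegfa one of 0.48 (adjusted p = 0.863). Of 292 PAMM1a cells, 208 stayed in the class when clustered without the genes that differed between genotypes. A change in which cells fall into PAMM1a was not told apart from a change within PAMM1a cells. Of 16 called genes named for this class, all kept their direction in that clustering and 4 their call. With cells under 5% mitochondrial counts 2 were called, with no Ptprc filter 6 and with doublets kept 16. Of the 16 called genes that the text names for PAMM1a cells, 7 were called without control library 1, 3 without control library 2, 8 without NodalΔ/Δ library 1 and 15 without NodalΔ/Δ library 2.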

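In PAMM1a cells no gene of oxidative phosphorylation was called, on the nuclear or on the mitochondrial genome. Of 68 nuclear-encoded genes tested, 0 were higher and 0 lower from edgeR (0 and 0 when adjusted over the list alone), with a median log2 fold change of -0.20 (camera adjusted p = 0.33, adjusted p = 0.834 with an estimated correlation). The member of smallest p was Ndufs6, a subunit of complex I (log2 fold change -1.59, standard error 0.62, adjusted p = 0.509). Of 13 genes of the mitochondrial genome, 0 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone), with a median of 0.80 (camera adjusted p = 2.79e-08, adjusted p = 0.834 with an estimated correlation); mt-Atp8 had a log2 fold change of 1.30 and mt-Nd6 one of 1.83. Without NodalΔ/Δ library 1 the adjusted p of this list was 0.179. Of 19 genes of hypoxia and glycolysis, 0 were higher and 0 lower (0 and 2 when adjusted over the list alone), with a median of -0.45 (camera adjusted p = 0.000568, adjusted p = 0.834 with an estimated correlation); the adjusted p without control library 2 was 0.0563. Hilpda, a hypoxia-induced lipid droplet gene, had a log2 fold change of -1.23 and the glucose transporter Slc2a1 one of -1.40. With no filter on low counts, the nuclear-encoded list was called lower (adjusted p = 0.00067). Beside these counts of 0 members, edgeR gave 385 genes of the whole class at an unadjusted p under 0.05.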

Upregulated PAMM1a DEG GO terms included developmental processes like “pattern specification” and “regionalization” (**Figure 4B**).

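The genes past the threshold that were higher in NodalΔ/Δ PAMM1a cells included Ms4a7, a membrane protein of macrophages (log2 fold change 1.99, standard error 0.39, adjusted p = 0.0286 from edgeR's quasi-likelihood test), Ighm, the immunoglobulin heavy chain of B cells (log2 fold change 2.23, standard error 0.45, adjusted p = 0.0371), the interferon-inducible gene Ifi202b (log2 fold change 2.44, standard error 0.51, adjusted p = 0.0371) and Mprip, a regulator of myosin (log2 fold change 2.03, standard error 0.42, adjusted p = 0.0371). Of 20 genes of the type I interferon response, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone; camera adjusted p = 0.33, adjusted p = 0.834 with an estimated correlation). Of 81 genes of pattern specification listed before the data were examined, 0 reached an average count of 10 in PAMM1a cells, so the list was not tested.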

**Figure 4:**
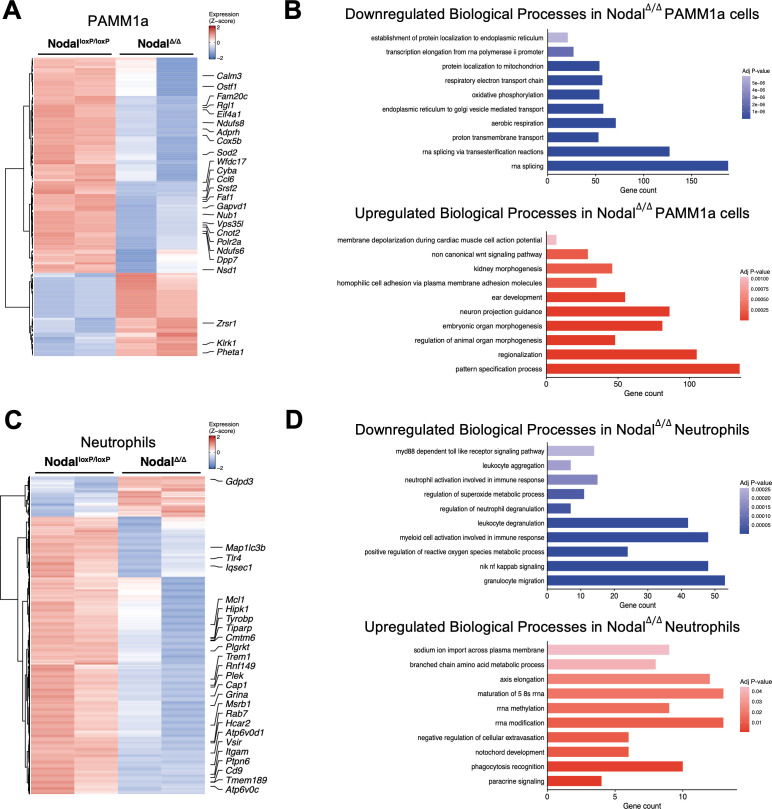
Differentially expressed genes and Gene Ontology analysis of Nodal^Δ/Δ^ PAMM1a cells and neutrophils. **(A)** Heatmap of significant differentially expressed genes (DEGs) (adjusted P-value<0.1) between Nodal^loxP/loxP^ (n=2) and Nodal^Δ/Δ^ (n=2) females in PAMM1a cells. The top 25 upregulated or downregulated DEGs are labelled. **(B)** The top 10 downregulated or upregulated Gene Ontology (GO) biological process terms of Nodal^Δ/Δ^ PAMM1a DEGs (adjusted P-value<0.05, ranked by NES). **(C)** Heatmap of significant DEGs between Nodal^loxP/loxP^ and Nodal^Δ/Δ^ females in neutrophils. The top 25 upregulated or downregulated DEGs are labelled. **(D)** The top 10 downregulated or upregulated GO biological process terms of Nodal^Δ/Δ^ neutrophil DEGs.

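In NodalΔ/Δ neutrophils most neutrophil markers were lower, and genes of MHC class II presentation and markers of M2 macrophages were among the higher genes. Of 25 neutrophil markers tested, which also named the cluster, 0 were higher and 22 lower (0 and 25 when adjusted over the list alone; camera adjusted p = 5.31e-29, adjusted p = 0.344 with an estimated correlation). Of 6 genes of MHC class II presentation, 6 were higher and 0 lower (6 and 0 when adjusted over the list alone; camera adjusted p = 6.48e-08, adjusted p = 0.344 with an estimated correlation); Cd74, the invariant chain, had a log2 fold change of 2.24 and H2-Aa one of 2.06. Of 16 markers of M2 macrophages, 10 were higher and 0 lower (13 and 0 when adjusted over the list alone; camera adjusted p = 3.55e-08, adjusted p = 0.344 with an estimated correlation). Markers of decidual stroma also moved: of 9 tested, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.000974, adjusted p = 0.451 with an estimated correlation), among them the transcription factor Hand2, with a log2 fold change of 2.84; the adjusted p of this list without control library 1 was 0.116. Of the 823 genes past an adjusted p under 0.1, 470 were lower and 353 higher. This split depends on the scaling. With TMM factors the median log2 fold change was near 0, whereas with library totals alone it shifted by 0.37, and 238 genes were lower and 831 higher. Limma's voomLmFit called 765 lower and 245 higher. S100a8 and S100a9 together took 5.35% and 6.72% of the UMIs of control neutrophils and 1.75% and 2.18% of those of NodalΔ/Δ neutrophils.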

In the neutrophils of Nodal^Δ/Δ^ females, 875 genes were downregulated and 127 upregulated compared to Nodal^loxP/loxP^ controls. Many of these downregulated DEGs were related to pro-inflammatory neutrophil processes like *Trem1*, *Tlr4*, *Rab7*, *Msrb1*, *Map1lc3b* and *Atp6v0d1* (**Figure 4C**), and reflected by the downregulated GO terms “neutrophil activation involved in immune response”, “regulation of neutrophil degranulation” and “positive regulation of reactive oxygen species metabolic process”. 

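The 6 genes that the paper names in this context were lower in NodalΔ/Δ neutrophils, and so were 11 of 24 genes of granules and degranulation. Trem1, a receptor that amplifies inflammation, on chromosome 17 from 48232768 to 48246924 of mm10, fell from 743 ± 156 to 112 ± 22.1 TMM-scaled CPM (SD, n = 2; log2 fold change -2.82, standard error 0.32, adjusted p = 0.000951 from edgeR's quasi-likelihood test). Tlr4, the lipopolysaccharide receptor, on chromosome 4 from 66827584 to 66930284, also fell (log2 fold change -1.86, standard error 0.35, adjusted p = 0.00739). The small GTPase Rab7 of late endosomes (log2 fold change -1.09, standard error 0.26, adjusted p = 0.0196), the redox enzyme Msrb1 (log2 fold change -1.27, standard error 0.21, adjusted p = 0.0048), the autophagy gene Map1lc3b (log2 fold change -1.22, standard error 0.30, adjusted p = 0.0237) and the proton pump subunit Atp6v0d1 (log2 fold change -1.07, standard error 0.32, adjusted p = 0.0506) were lower as well.
Of 24 genes of granules and degranulation, 0 were higher and 11 lower (0 and 13 when adjusted over the list alone; camera adjusted p = 1.89e-08, adjusted p = 0.344 with an estimated correlation); Itgam and Lcn2 had log2 fold changes of -2.02 and -1.77. Of 16 genes of NADPH oxidase and redox defence, 2 were higher and 8 lower (3 and 10 when adjusted over the list alone; camera adjusted p = 0.00915, adjusted p = 0.423 with an estimated correlation). The oxidase organizer Ncf1 was lower (-1.06) and the catalytic subunit Cybb higher (1.86); without control library 1 the adjusted p of this list was 0.122.
Of 20 genes of TLR4 signalling, 0 were higher and 8 lower (2 and 9 when adjusted over the list alone; camera adjusted p = 0.00201, adjusted p = 0.344 with an estimated correlation). Of 19 genes of autophagy and phagosome, 0 were higher and 7 lower (0 and 9 when adjusted over the list alone; camera adjusted p = 0.00563, adjusted p = 0.363 with an estimated correlation), and of 15 subunits of the vacuolar ATPase, 0 were higher and 7 lower (0 and 9 when adjusted over the list alone; camera adjusted p = 0.000823, adjusted p = 0.423 with an estimated correlation). The TLR4, redox, autophagy and ATPase lists hold genes that the study named from these libraries, so they are not independent evidence of a direction. The granule list holds S100a8 and S100a9, which are among the markers that named the cluster, so it is not independent of the lower neutrophil markers. In the same sums 22 of 25 neutrophil markers were lower and 10 of 16 M2 markers higher.
Of the 25 called genes that the text names for neutrophils, 22 were called without control library 1, 22 without control library 2, 20 without NodalΔ/Δ library 1 and 25 without NodalΔ/Δ library 2.

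**Figure D3:**
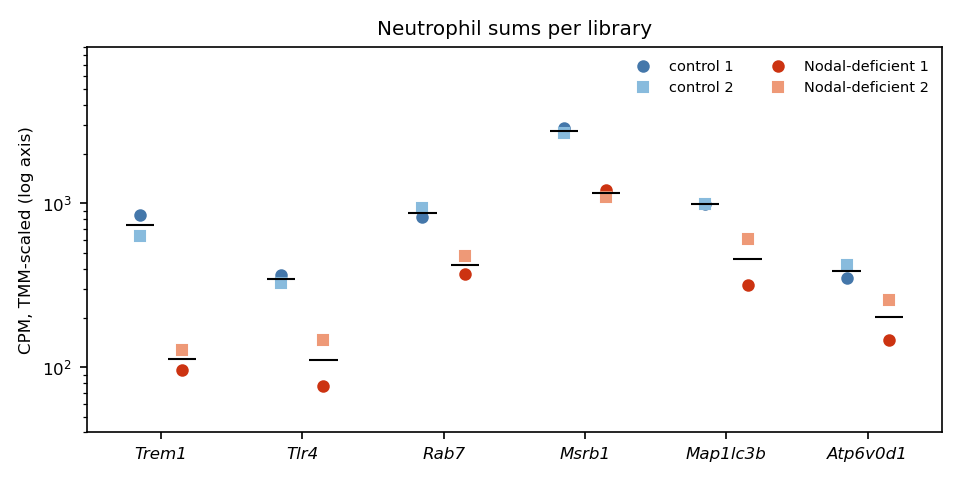
TMM-scaled CPM of Trem1, Tlr4, Rab7, Msrb1, Map1lc3b and Atp6v0d1 in neutrophils of each library, on a log axis. Points are libraries and lines are the means of the control and NodalΔ/Δ groups; Trem1 lies at 743 CPM in control and 112 CPM in NodalΔ/Δ neutrophils.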

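Genes of rRNA processing and of branched-chain amino acid metabolism had positive median log2 fold changes in NodalΔ/Δ neutrophils, 0.59 and 0.75, and neither list passed the test. Of 14 genes of rRNA processing and modification, 1 was higher and 0 lower (0 and 0 when adjusted over the list alone; camera adjusted p = 0.211, adjusted p = 0.451 with an estimated correlation). The called one was Nop56, a core protein of the particles that methylate rRNA (log2 fold change 1.01, standard error 0.33, adjusted p = 0.0723), and its partner Nop58 had a log2 fold change of 0.91 (adjusted p = 0.176). Of 6 genes of branched-chain amino acid metabolism, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone; camera adjusted p = 0.269, adjusted p = 0.493 with an estimated correlation); Auh had a log2 fold change of 0.93 (adjusted p = 0.176) and Hsd17b10 one of 1.12 (adjusted p = 0.189). Of 13 genes of the mitochondrial genome, 6 were higher and 0 lower (7 and 0 when adjusted over the list alone; camera adjusted p = 0.00185, adjusted p = 0.451 with an estimated correlation), with mt-Nd6 at a log2 fold change of 2.27. Neutrophils of NodalΔ/Δ females also had more genes per cell. At 500 UMIs per cell the median was 330 and 329 genes in control and 400 and 396 in NodalΔ/Δ libraries, after leaving out 1 and 2 shallower control cells and 0 and 0 NodalΔ/Δ cells; without thinning it was 549.5 and 518 against 969 and 703. DESeq2 called 265 genes in neutrophils and 1284 had an unadjusted p under 0.05.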

Upregulated neutrophil GO terms were involved in RNA and protein synthesis like “rRNA methylation” and “branched chain amino acid metabolic process” (**Figure 4D**). A list of the top 25 upregulated and downregulated DEG GO terms is included in Supplementary Data 4. Therefore, in the context of the Nodal^Δ/Δ^ model, the transcriptional profile of PAMM1a cells suggested reduced angiogenic and immunosuppressive functions and neutrophil signatures consistent with decreased pro-inflammatory activity.

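Both lines of this reasoning start from the sums per class. In neutrophils, of 24 genes of leukocyte chemotaxis and adhesion, 1 was higher and 17 lower (2 and 18 when adjusted over the list alone; camera adjusted p = 6.93e-13, adjusted p = 0.344 with an estimated correlation). This list holds Cxcl2 and Csf3r, which are among the markers that named the cluster, so it is not independent of the lower neutrophil markers. Of 20 genes of classical polarization and inflammation, 1 was higher and 8 lower (2 and 8 when adjusted over the list alone; camera adjusted p = 0.00376, adjusted p = 0.344 with an estimated correlation); the cytokine Il1b fell by 0.88 on the log2 scale. Of 23 interferon-response genes, 1 was higher and 9 lower (1 and 10 when adjusted over the list alone; camera adjusted p = 0.00128, adjusted p = 0.451 with an estimated correlation), with Isg15 at a log2 fold change of -1.68. In the same sums 22 of 25 neutrophil markers were lower, while 10 of 16 M2 markers, 6 of 6 genes of MHC class II presentation and 4 of 9 stromal markers were higher. From lower Trem1, Tlr4 and related transcripts and the lower terms of neutrophil activation, degranulation and reactive oxygen species, the paper proposes that pro-inflammatory activity is decreased in these neutrophils. From lower expression of genes it describes as angiogenic or immunosuppressive in PAMM1a cells and from the terms of respiration, it proposes reduced angiogenic and immunosuppressive functions of PAMM1a cells. In PAMM1a cells the markers of that class had members on both sides: of 32, 1 was higher and 1 lower (3 and 9 when adjusted over the list alone; camera adjusted p = 0.0258, adjusted p = 0.834 with an estimated correlation); the adjusted p was 0.0657 without control library 1 and 0.359 without NodalΔ/Δ library 1.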

### Elevated pro-inflammatory gene expression at the Nodal^Δ/Δ^ maternal-fetal interface

In recognition that leukocytes do not exclusively influence the gestational inflammatory environment and pregnancy outcome, the relative expression of select genes involved in innate and adaptive immune responses was assessed in all cells of the d10.5 myometrium, decidua and placenta. Bulk mRNA was isolated from Nodal^Δ/Δ^ and Nodal^loxP/loxP^ females and 34 genes were found to be significantly upregulated in Nodal^Δ/Δ^ females by RT-qPCR profiler array (**Supplementary Table 1**). Notably, both branches of the TLR4 inflammatory pathway were activated in Nodal^Δ/Δ^ females, as shown by increased expression of the *Tlr4*, *Cd14* and *Md2* receptor complex, the MYD88-dependent signaling branch (*Irak1*, *Mapk1*, *Mapk8*, *Nfkbia* and *Nfkb1*) and the MYD88-independent branch (*Irf3*). Downstream products of TLR4 signaling were also increased in Nodal^Δ/Δ^ females as demonstrated by the high expression of pro-inflammatory cytokines *Il6*, *Il1a*, *Il2*, *Il18*, *Il1b* and interferon induced *Cxcl10*. Taken together, it is predicted that increased TLR4 pathway activation and pro-inflammatory cytokine production in the Nodal^Δ/Δ^ gestational environment directs the abundance and function of leukocytes at the maternal-fetal interface (**Figure 5**).

**Figure 5:**
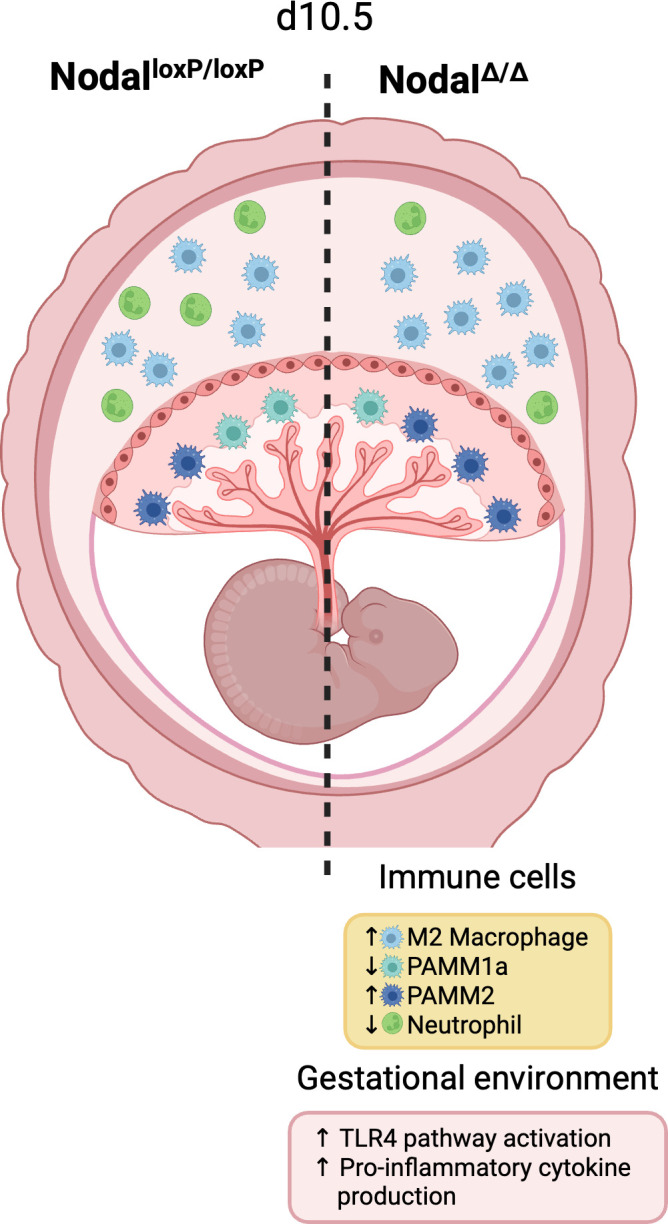
Altered myeloid cell abundance and pro-inflammatory cytokine expression at the d10.5 Nodal^Δ/Δ^ maternal-fetal interface. Nodal^Δ/Δ^ females show a reduced proportion of PAMM1a cells and neutrophils, and an increased abundance of M2 and PAMM2 cells at the d10.5 maternal-fetal interface. Collectively, the Nodal^Δ/Δ^ gestational environment is increased in TLR4 pathway activation and pro-inflammatory cytokine expression in comparison to Nodal^loxP/loxP^ controls. Created in BioRender.

## Discussion

Due to the rarity of human first trimester samples, the necessity of a mouse model that can reflect immune-mediated reproductive failure has become increasingly relevant. While it is recognized that the timing of decidualization, location and depth of spiral artery remodeling and uNK phenotype differs between species (6, 38, 52), studies of mouse models can elevate findings and identify mechanisms of pregnancy regulation otherwise clinically and ethically impossible to discern from human studies alone. Since 50% of Nodal^Δ/Δ^ females establish a pregnancy despite an excess of inflammatory macrophages and lack of FOXP3^+^ Tregs during the preimplantation period (11), it is expected that this impaired maternal immune environment serves in part as an upstream driver of the placental insufficiency, fetal loss, IUGR and PE-like phenotypes observed at mid-gestation in the Nodal^Δ/Δ^ model (11, 14, 15), reinforcing recent hypotheses from corresponding human reproductive pathologies (1, 17, 53).

Here, the use of PAMM nomenclature derived human first trimester tissues was applied for the first time to the d10.5 mouse maternal-fetal interface. In humans, PAMM1a cells adhere to the placental syncytium and are localized to sites of tissue damage as breaks in the placental barrier and fibrin deposits are a common feature of physiological pregnancy (20, 54). Although there are some structural differences in the murine labyrinth and human villous placenta, d10.5 mouse PAMM1a cells are expected to inhabit the placental labyrinth layer through the connection between the maternal and fetal circulation. The production of MMP9 and expression of *Fn1* in human PAMM1a cells indicates functions in tissue regeneration and repair, while the presence of lipid droplets is related to macrophage phagocytosis (20, 55). d10.5 PAMM1a cells were proven to be analogous to human PAMM1a cells by the enriched expression of various *Mmp*s, *Fn1*, *Lgals3*, *Gpnmb*, *Lpl*, *Lipa*, *Lgmn* and *Fabp5* (**Figure 2B**), and by the GO biological process terms related to “wound healing” and “lipid metabolism” (**Figure 2C**).

In Nodal^Δ/Δ^ females, the decreased abundance of PAMM1a cells (**Figure 3B**) suggested a reduced capacity for repair of the placental barrier, which could leave the labyrinth more vulnerable to stress and the accumulation of inflammatory maternal leukocytes. Increased breaks and fibrin deposits within the placenta is frequently described in PE (56–58), while excess villus inflammation is highly associated with IUGR and an increased risk for pregnancy loss (59, 60). In some cases these conditions are a consequence of failed maternal tolerance (1, 38, 59, 61–63), which is reiterated by phenotypes in the Nodal^Δ/Δ^ model (11, 14). 

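Arg1 (arginase 1), which breaks down arginine, was at 1013 ± 399 CPM (SD, n = 4 libraries) in PAMM1a cells, 92.7 ± 115.5 in M2 cells and 7.04 ± 11.8 in PAMM2 cells. Vegfa, the vascular endothelial growth factor, was at 416 ± 181 CPM in PAMM1a cells, 109 ± 47.5 in M2 cells and 36.7 ± 6.36 in PAMM2 cells, and outside the macrophages classical monocytes had 243 ± 103 CPM. In control libraries Arg1 was at 749.9 ± 104 CPM and in NodalΔ/Δ libraries at 1275.5 ± 436 CPM in PAMM1a cells (SD, n = 2). Arg1 lies on chromosome 10 from 24915221 to 24927484 and Vegfa on chromosome 17 from 46016993 to 46032369 of mm10. Arg1 was one of the markers that named the PAMM1a cluster, and Vegfa was not.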

Of all maternal macrophage populations, PAMM1a cells showed the highest expression of *Vegfa* and *Arg1* (**Figure 2B**), both well characterized angiogenic and anti-inflammatory factors (7, 64–69). However, many of the downregulated genes identified in PAMM1a cells of Nodal^Δ/Δ^ females were positive regulators of angiogenesis, VEGF signaling and M2 polarization (**Figure 4A**). For example, *Cnot2* and *Ndufs8* expression in endothelial cells enhances proliferation and capillary tube formation (70, 71), while *Gapvd1* is expressed in response to macrophage-derived VEGF in tumors (72). *Wfdc17*, *Ccl6* and *Cyba* are associated with the immunosuppressive and M2 polarization state of macrophages (73–77). This was further confirmed by the downregulated biological process terms “oxidative phosphorylation” and “aerobic respiration” in Nodal^Δ/Δ^ PAMM1a cells (**Figure 4B**), since these are processes required to maintain anti-inflammatory macrophage polarization (78, 79). Therefore, PAMM1a cells not only contribute to the repair of the placental barrier but also have expression profiles indicative of the regulation of angiogenesis and immune suppression, with the potential to support healthy placental development.

An additional subset of PAMM cells called “PAMM1b” was previously described in human first trimester tissues (20), however it was not resolved as a separate cluster in the mouse d10.5 placenta. Since PAMM1b cells are monocyte precursors to PAMM1a cells (20), shared properties with the d10.5 classical monocyte cluster could explain the absence of a specific PAMM1b population in this dataset. Conversely, d10.5 PAMM2 cells formed a similar but distinct cluster from decidual M2 cells (**Figures 1B**, **2A**). This revealed a potential placental niche-specific role for PAMM2 cells in endocytosis (**Figure 2C**). Although the precise mechanism of endocytosis at the placental barrier remains elusive, it is proposed that PAMM2 macrophages assist in the transport of nutrients, hormones and other proteins from the maternal circulation to nearby trophoblast cells of the fetal villus during placentation (80). Surprisingly, despite the near doubling of PAMM2 and M2 cells in Nodal^Δ/Δ^ females (**Figure 3B**), the number of significant DEGs between groups was very minimal (**Figure 3C**). Instead, it is predicted that the recruitment, differentiation or maintenance of these leukocyte populations was affected in Nodal^Δ/Δ^ females rather than their transcriptional profile.

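Few genes passed the test in M2 and PAMM2 cells. In M2 cells 9 of 7432 genes were called, 7 higher and 2 lower. The phospholipase-family gene Gdpd3 rose from 5.47 ± 0.609 to 96 ± 26.2 TMM-scaled CPM (SD, n = 2; log2 fold change 4.16, standard error 0.46, adjusted p = 0.00426 from edgeR's quasi-likelihood test), and the Fc receptor-like gene Fcrls had a log2 fold change of 2.08 (adjusted p = 0.00426). In the NodalΔ/Δ libraries 15% and 10.2% of M2 cells had a Gdpd3 UMI, beside 18.4% and 14% of all leukocytes and 62% and 70.6% of endothelial cells. The chemokines Ccl12 (1.42) and Ccl8 (2.13) were also higher, and Arg2 (-1.81) and the granzyme Gzmf (-1.65) were lower. Fcrls, Ccl12 and Ccl8 are on the list of markers that named PAMM2 cells. Of 928 M2 cells, 706 stayed in the class when clustered without the genes that differed between genotypes. A change in which cells fall into M2 was not told apart from a change within M2 cells. In PAMM2 cells 5 of 5971 genes were called, and all were higher: Inf2, Igkc, Ecm1, Csf1 and Slpi, with Csf1, the growth factor of macrophages, at a log2 fold change of 2.31 (adjusted p = 0.072). At an unadjusted p under 0.05 there were 537 genes in M2 and 474 in PAMM2 cells. DESeq2 called 13 and 2. The M2 count was 0 without control library 1, 41 without control library 2, 4 without NodalΔ/Δ library 1 and 3 without NodalΔ/Δ library 2, and the PAMM2 count 0, 16, 0 and 0; with size factors of DESeq2 or with library totals in place of TMM it was 0. Library totals shifted the median log2 fold change by -0.13 in PAMM2 cells and 0.16 in natural killer cells. On simulated M2 counts 20% of 2-fold and 73% of 4-fold changes were found among 7228 genes.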

The evaluation of neutrophils in physiological pregnancy is underrepresented in current literature. The traditional association of neutrophil activation with pro-inflammatory functions like phagocytosis and NET formation is challenged in pregnancy by the shift towards a more immunosuppressive and angiogenic neutrophil profile (51, 81–85). The regulation of this state is important as the transition back to pro-inflammatory activation can contribute to reproductive complications (51, 85). Here, marker genes of d10.5 decidual neutrophils confirmed an anti-inflammatory profile, and it was noted that neutrophils had the highest *Mmp9* expression of all myeloid cells (**Figures 1C**, **2B**). 

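Mmp9, the gelatinase released from neutrophil granules, on chromosome 2 from 164940780 to 164955850 of mm10, was at 462 ± 285 CPM (SD, n = 4 libraries) in neutrophils, above every other of the 11 classes; B cells came next with 51.8 ± 35.6 CPM. M2 cells had 7.5 ± 6.08, PAMM1a cells 7.14 ± 5.84 and classical monocytes 4.67 ± 4.68 CPM. The spread in neutrophils follows genotype: Mmp9 was at 843 ± 230.2 TMM-scaled CPM in control and 241 ± 46.2 in NodalΔ/Δ neutrophils (SD, n = 2; log2 fold change -1.88, standard error 0.30, adjusted p = 0.00398 from edgeR's quasi-likelihood test). Mmp9 was one of the markers that named the neutrophil cluster.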

Intriguingly, although many DEGs were identified in Nodal^Δ/Δ^ neutrophils (**Figure 3C**), most were associated with the downregulation of pro-inflammatory processes expected in physiological pregnancy. For example, *Trem1* amplifies inflammatory pathways triggered by *Tlr4* and the production of pro-inflammatory cytokines (86–88), *Atp6v0d1* is involved in neutrophil antigen presentation (89) and *Msrb1* is a potent anti-oxidant that protects against reactive oxygen species release during degranulation (90). Moreover, *Map1lc3b* promotes autophagy and NET formation (91), while *Rab7* is involved in early phagosome assembly (92). This lack of inflammatory neutrophil response was reflected in the downregulated GO terms “neutrophil activation involved in immune response”, “regulation of neutrophil degranulation” and “regulation of superoxide metabolic processes” (**Figure 4D**). The number of decidual neutrophils was also dramatically reduced by 50% in Nodal^Δ/Δ^ females (**Figure 3B**; **Supplementary Figure 1C**) and further highlighted by the downregulated GO term “granulocyte migration” (**Figure 4D**). Together, these findings contrasted with other studies that reported an increase in neutrophil activation and frequency during pregnancy loss or PE (51, 93–95). 

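In numbers of cells, control libraries held 614 and 246 neutrophils and NodalΔ/Δ libraries 105 and 45. Among the genes of leukocyte migration, the chemokine receptor Cxcr2 was lower in NodalΔ/Δ neutrophils (log2 fold change -1.62, standard error 0.24, adjusted p = 0.00313 from edgeR's quasi-likelihood test), as were the integrin subunit Itgam, the formyl peptide receptor Fpr2 (log2 fold change -1.82, standard error 0.25, adjusted p = 0.00214) and the chemokines Cxcl2 (log2 fold change -1.4972, standard error 0.20, adjusted p = 0.0019) and Ccl3 (log2 fold change -1.70, standard error 0.20, adjusted p = 0.000951). Of 24 genes of the actin cytoskeleton and motility, 0 were higher and 5 lower (0 and 10 when adjusted over the list alone; camera adjusted p = 0.000974, adjusted p = 0.344 with an estimated correlation). In the same sums most neutrophil markers were lower, among them Cxcr2 and Cxcl2, which also named the cluster. Most M2 markers, all tested genes of MHC class II presentation and some stromal markers were higher there.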

Two possibilities could further explain this phenomenon in the Nodal^Δ/Δ^ model. First, a decrease in neutrophil abundance could represent the loss of beneficial angiogenic and immunosuppressive cells during placental development, presumably before the switch to increased local neutrophil activation. Alternatively, it could demonstrate the loss of neutrophil phagocytic capabilities that are important in a dysfunctional placental environment. This neutrophil “immunoregulatory confusion” was previously demonstrated in PE, where the removal of excess trophoblast-derived debris under hypoxic conditions was less efficient due to defective neutrophil phagocytosis (84). Both hypotheses of neutrophil dysregulation could contribute to the reproductive phenotypes observed in the Nodal^Δ/Δ^ model.

It is important to acknowledge that the differentiation of myeloid cells occurs in response to the local inflammatory environment and is thus dependent on signaling cues from other tissue-resident cells at the maternal-fetal interface (96–98). Secreted factors from other leukocyte populations (**Supplementary Figure 3**) and non-immune cell types like decidual stromal cells, endothelial cells and fetal trophoblasts considerably influence the inflammatory environment during placental development (8, 99–101). Collectively, the d10.5 Nodal^Δ/Δ^ maternal-fetal interface was pro-inflammatory (**Figure 5**; **Supplementary Table 1**), which is consistent with pregnancy loss, IUGR and PE in humans or other related murine models (65–67, 102–113). However, it is still unknown if this excess inflammation was a downstream effect of earlier preimplantation immune dysregulation (11), the consequence of impaired angiogenesis and trophoblast differentiation (15), or compensatory adaptations which led to placental insufficiency and reproductive failure. Therefore, future studies should aim to completely define how both immune and non-immune populations change throughout gestation in physiological and pathological pregnancies.

uNKs are the most abundant leukocytes during placentation and are often the focus of studies in reproduction (4, 6, 114, 115). *Dolichos biflorus* agglutinin (DBA) lectin is a common marker of mouse uNKs (116, 117), and DBA^+^ uNKs are numerous within d10.5 Nodal^loxP/loxP^ and Nodal^Δ/Δ^ implantation sites by immunofluorescence (**Supplementary Figures 4A, B**). 

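The natural killer cell cluster of 283 cells carried the granzyme genes of uterine natural killer cells at high levels, with Gzmd at 63002 ± 15961 CPM (SD, n = 4) and a UMI in 100% of cells, Gzme at 16064 ± 3940.4, Gzmf at 69631 ± 23261 and Gzmg at 40993 ± 12729 CPM. B4galnt2, whose product makes the glycan that the DBA lectin binds, was at 147 ± 59.8 CPM, against 5.85 ± 10.5 CPM in T cells. Itga1, which marks tissue-resident natural killer cells, was at 307 ± 117 CPM and Itga2, which marks circulating conventional ones, at 4.28 ± 0.737 CPM; Eomes was at 332 ± 74.2 and Ncr1 at 121 ± 67.2 CPM. In T cells Ncr1 was at 663 ± 323, Itga2 at 22.2 ± 10.2 and Eomes at 324.5 ± 38.6 CPM, and that cluster also held Klrb1a and Klrc1 among its leading genes, so it may hold natural killer cells too. B4galnt2, Itga2, Eomes, Ncr1 and the granzyme genes were chosen here as markers, outside the rule for named genes. A Gzmd UMI was present in 29.7% of B cells, which do not express the gene (median 856 UMIs per cell against 5390 in natural killer cells).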

Surprisingly, the majority of DBA^+^ uNKs were CD45^-^ on d10.5 (**Supplementary Figure 4B’–D**), and the minor CD45^+^ natural killer cell population identified (**Figure 1B**; **Supplementary Figure 1**) was more analogous to conventional natural killer cells (18). These findings were validated in a separate study, where spatial transcriptomics of the d10.5 maternal-fetal interface showed only 7% of decidual natural killer cells as *Ptprc*^+^ (CD45^+^) (118). Therefore, due to MACS positive selection, the major CD45^-^ DBA^+^ population of uNKs was not included in the scRNA-seq dataset and is acknowledged as a limitation of this study, which should be considered when interpreting the complete immune landscape.

The total number of leukocytes isolated from Nodal^Δ/Δ^ females for scRNA-seq was approximately 75% less than from Nodal^loxP/loxP^ females (**Figure 3A**). 

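The NodalΔ/Δ libraries held fewer leukocytes than the control libraries at each step. Barcodes with a Ptprc UMI numbered 3726 and 2400 in control and 1010 and 650 in NodalΔ/Δ libraries. Over both libraries the filtered NodalΔ/Δ cells were 72.4% fewer than the control cells. All NodalΔ/Δ values lay below all control values, and with 2 libraries against 2 an exact permutation test cannot give a p under 0.05. These are counts of captured barcodes, not of cells in the tissue.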

A smaller d10.5 Nodal^Δ/Δ^ decidua with more cell apoptosis and less proliferation (14) is the probable cause for discrepancies in total leukocyte number, which could complicate the feasibility of future differential analysis of lymphocyte subpopulations and underestimate proportional variability between groups.

In conclusion, the single-cell characterization of maternal myeloid populations within the d10.5 decidua and placenta provided insights into leukocyte biology directly at the maternal-fetal interface in physiological and pathological Nodal^Δ/Δ^ pregnancies. In particular, the resolution of PAMM1a and PAMM2 cells in the mouse d10.5 placenta suggested novel roles for these previously uncharacterized populations during placental development. Ultimately, the balance between myeloid cell abundance and their expression profile during placentation is a critical determinant of reproductive outcome and pregnancy success.

## Materials and methods

### Generation and maintenance of Nodal deficient mice

The generation of these mice has been previously described (14). Mice with loxP sites flanking exons 2 and 3 of the *Nodal* gene (*Nodal*^loxP/loxP^) on a mixed background were kindly donated by E.J. Robertson (University of Oxford, UK) (119). Progesterone receptor (*Pgr)*-Cre females (*Pgr^Cre^*^/+^) on a C57BL6/129 background were generously provided by F.J. DeMayo and J.P. Lydon (Baylor College of Medicine, USA) (120). Both strains have been previously reported to demonstrate normal fertility. *Nodal*^loxP/loxP^ and *Pgr*^Cre/+^ strains were crossed, and the offspring were genotyped by PCR. In this study, 8–12-week-old *Nodal* floxed control (*Nodal*^loxP/loxP^/*Pgr*^+/+^ - simplified as Nodal^loxP/loxP^) and *Nodal*-deficient (*Nodal*^loxP/loxP^/*Pgr*^Cre/+^ - Nodal^Δ/Δ^) virgin females were used as experimental mice. Females were mated with a wild-type CD1 male overnight and the presence of a copulatory plug the following morning indicated successful mating and day 0.5 (d0.5) of pregnancy.

### Magnetic activated cell sorting

Four implantation sites were isolated from each female on d10.5 of pregnancy. Following dissection and removal of the embryos, the remaining maternal decidua, myometrium and fetal placenta tissues (from both male and female embryos) were pooled and collectively referred to as the “maternal-fetal interface”. Both mechanical dissociation and enzymatic digestion were used to generate a single-cell suspension from fresh tissues as previously described (11). Briefly, cells were digested with Liberase TM (Roche Cat. No. 5401119001) in HBSS supplemented with 2% FBS (25 μg Liberase per 0.1 g of tissue) for 45 minutes at 37 °C, with agitation every 15 minutes. Red blood cells were removed by incubation in 5 mL ACK lysis buffer pH 7.2 (150 mm/L NH_4_Cl, 10 mm/L KHCO_3_, 0.1 mm/L Na_2_EDTA) for 2 minutes. Products were filtered through a 70 μm cell strainer. Cells were stained with anti-mouse CD45-APC (BioLegend Cat. No. 103112) for 30 minutes and then incubated with anti-APC microbeads (Miltenyi Biotec Cat. No. 130-090-855) for 15 minutes following manufacturer’s protocol. APC^+^ cells (CD45^+^ leukocytes) were positively selected for using the Miltenyi Biotec AutoMACS Pro Separator at the Immunophenotyping Platform of the Research Institute of the McGill University Health Centre (RI-MUHC).

### Single-cell library preparation and RNA-sequencing

Following MACS separation, the positively selected CD45^+^ leukocytes were pooled such that one sample represented eight implantation sites from two females of the same group (Nodal^loxP/loxP^ or Nodal^Δ/Δ^). Cells were fixed and processed using the Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit (10X Genomics Cat. No. PN-1000414) according to protocol #CG000478. Probe hybridization was performed on approximately 500,000 cells/sample using the Chromium Fixed RNA Mouse Transcriptome Kit (10X Genomics Cat. No. PN-1000497) following protocol #CG000527. 18,000 cells were encapsulated for a target library of 10,000 cells/sample on the 10X Genomics Chromium iX, prepared by the Genomics Platform at the Research Centre of the CHU Sainte-Justine. Library quality control and single-cell RNA-sequencing (scRNA-seq) was conducted on the Illumina NovaSeq6000 S4 v1.5 PE100 at the McGill Genome Centre.

### Single-cell RNA-sequencing data processing and analysis

Droplet libraries were first processed using the Cell Ranger multi pipeline (121). Sequencing reads were aligned to the mm10 mouse reference genome, and transcript counts quantified for each annotated gene within every cell. Count matrices (genes × cells) were loaded into the R package Seurat (122) for quality control and downstream analyses. *Ptprc*^+^ cells (read count ≥1) were selected and low-quality cells were subsequently filtered out using the following criteria: the number of detected genes ≤ 300, percentage of mitochondrial RNA ≥ 10% per cell. Cell doublets were detected and removed using the R package scDblFinder (123). Following SCTransform normalization, individual samples were integrated using the Harmony procedure. The RunTSNE function was used to compute a t-SNE dimensional reduction based on the first 20 principal components. A nearest-neighbor graph using the first 20 principal components was calculated using FindNeighbors function, followed by clustering using FindClusters function with resolution =0.4. Cluster-specific marker genes were identified using the function FindMarkers with cutoffs: log2 fold-change >0.5 and adjusted P-value<0.05 (upregulated genes only). Clusters were annotated to cell types by inputting the top 50 highest-expressed genes into the automatic cell type annotation tool ACT (42), followed by manual validation based on canonical markers. Differential composition analysis was performed using the R package sccomp (124). Per-cluster differential expression testing between two groups was conducted using a pseudo-bulk approach. This was accomplished by summing counts together for all cells with the same combination of sample and cluster. Lowly-expressed genes were excluded with an average read count lower than 10 across all samples in each cluster. Raw counts were normalized using edgeR’s TMM with singleton pairing algorithm (125) and were then transformed to log2-counts per million (log2CPM) using the voomLmFit function implemented in the R package limma (126). Gene set enrichment analysis based on pre-ranked marker gene list by t-statistic was performed using the R package fgsea (127) and rrvgo (128) to simplify the redundancy of Gene Ontology (GO) biological process terms based on semantic similarity. To assess differences in gene expression levels, a linear model was fit using the lmfit function considering batch effects. Nominal p-values were corrected for multiple testing using the Benjamini-Hochberg method. Significant differentially expressed genes were defined using a P-adjusted value threshold of 0.1. Single-cell RNA-sequencing data processing and analysis was conducted by the Canadian Centre for Computational Genomics at the Victor Phillip Dahdaleh Institute of Genomic Medicine at McGill University.

### Flow cytometry

Implantation sites were isolated and processed as described for MACS. To generate a single-cell suspension from the spleen, tissues were pushed through a cell strainer with a syringe plug and treated with ACK buffer for 30 seconds. Matched blood samples were isolated from d10.5 females by cardiac puncture and were treated twice with ACK lysis buffer directly. To facilitate intracellular cytokine staining, cells were stimulated with Cell Activation Cocktail (phorbol-12-myristate 13-acetate and ionomycin, BioLegend Cat. No. 423301) following manufacturer’s protocol for 4 hours in HBSS/2% FBS. Monensin (BioLegend Cat. No. 420701) transport inhibitor was added during the last hour of incubation. 1 million cells/sample were blocked using the FcγR antibody for 10 minutes (BD Biosciences Cat. No. 553142). The panel of fluorophore-conjugated antibodies used to identify immune cell populations residing at the maternal-fetal interface is listed in **Supplementary Table 2**, T cell subpopulations in **Supplementary Table 3**, and within the blood and spleen in **Supplementary Table 4**. Samples were stained with extracellular markers for 30 minutes and fixed overnight using the FoxP3/Transcription Factor Staining Buffer Set (Invitrogen Cat. No. 00-5523-00). After permeabilization, cells were stained with intracellular markers for 30 minutes as necessary. Compensation was performed using UltraComp eBeads (Invitrogen Cat. No. 01-2222-42). All FMO controls were used during panel validation and again as needed for CD11c and F4/80. An unstimulated control was used during cell activation for intracellular cytokine staining. Samples were processed on the LSRFortessa X-20 (BD Biosciences) at the Immunophenotyping Platform of the RI-MUHC. Flow cytometry data was analyzed by the FlowJo software (BD Biosciences Version 10.8.1). Statistical analysis was performed first by the removal of outliers (ROUT, Q = 1%) and then two-tailed unpaired Student t-tests using GraphPad Prism (Version 10.0.3). P-values<0.05 were considered statistically significant.

### RT^2^ quantitative PCR profiler array

Four implantation sites were isolated from each female on d10.5 as described and stored at -80 °C until use. Samples were homogenized and total RNA extracted using Trizol (Invitrogen Cat. No. 15596018) and the RNeasy Mini Kit (Qiagen Cat. No. 74104). The RT^2^ First Strand Kit (Qiagen Cat. No. 330401) was used for cDNA synthesis. Reverse transcription quantitative PCR (RT-qPCR) was performed using the RT^2^ SYBR Green qPCR Mastermix (Qiagen Cat. No. 330500), and the Mouse Innate and Adaptive Immune Responses (PAMM-052Z) profiler array (Qiagen Cat. No. 330231) following manufacturer’s protocol. The 96-well array contained 84 genes of interest, five housekeeping genes, one internal control for genomic DNA contamination, three reverse transcription controls for assessment of RNA quality and three positive controls for general determination of PCR performance. Samples were run on the Roche LightCycler 480 thermocycler and analyzed using Qiagen GeneGlobe software. Relative expression of the gene of interest was calculated by the ΔΔCt method, where average fold change in Nodal^Δ/Δ^ gene expression was relative to Nodal^loxP/loxP^ mice and normalized to the five housekeeping genes (*Actb, B2m, Gapdh, Gusb* and *Hsp90ab1*). Statistical analysis was performed by Student’s t-tests, p-values<0.05 were considered statistically significant.

### Tissue processing, paraffin embedding and sectioning

Paraffin embedding and tissue histology methods were employed as previously described (11, 129). Briefly, the entire d10.5 uterus was collected in HBSS and dissected into sets of three or four implantation sites (including the embryo) before fixation in 10% neutral buffered formalin for a minimum of 48 hours at 4 °C. Samples were dehydrated in increasing concentrations of ethanol and cleared in xylene before embedded into paraffin wax (Tissue Tek). Blocks were slowly solidified on a cold plate for one hour before transfer to a -20 °C freezer until sectioning. 7 μm transverse sections were cut using the RM2145 microtome (Leica) and mounted onto Superfrost Plus (Fisher) slides.

### Immunofluorescence

Immunofluorescence staining was conducted as previously described (11, 129). Briefly, slides were deparaffinized in xylene and rehydrated in a decreasing ethanol gradient. Antigen retrieval was conducted in 10 mM sodium citrate with 0.05% Tween 20, pH 6 at 95 °C for 20 minutes. Slides were cooled and permeabilized in TBT (TBS, 2.5% TritonX-100) for 15 minutes. Slides were blocked for an hour at room temperature in 10% BSA and then washed with TBST (TBS, 0.025% Tween 20). Slides were incubated with CD45 primary antibody (BioLegend Cat. No. 103102, 1:100) overnight at 4 °C. The following day, slides were washed in TBST and incubated for 2 hours at room temperature with the secondary antibody donkey α-rat Alexa Fluor 594 (Invitrogen Cat. No. A21209, 1:300), DBA-FITC (Bio World Cat. No. 21761015-1, 1:300) and DAPI (ThermoScientific Cat. No. 62248, 1:500). Slides were washed and mounted with Mowiol 4-88 (Calbiochem). Slides were imaged with the DMI6000 inverted epifluorescence microscope (Leica). Images were reconstructed in Adobe Photoshop CS6 (Version 13.0) using the photo-merge tool.

## Data Availability

The data presented in the study is deposited in the GEO repository, accession number GSE294616.

# Supplementary material for: Single-cell RNA sequencing of leukocytes at the maternal-fetal interface in physiological and pathological Nodal-deficient pregnancies
**Source:** Front Immunol. 2026 Apr 16;17:1611813. doi: 10.3389/fimmu.2026.1611813
**Supplement:** Supplementary file 1

Supplementary Material

# 1.1 Supplementary Figures

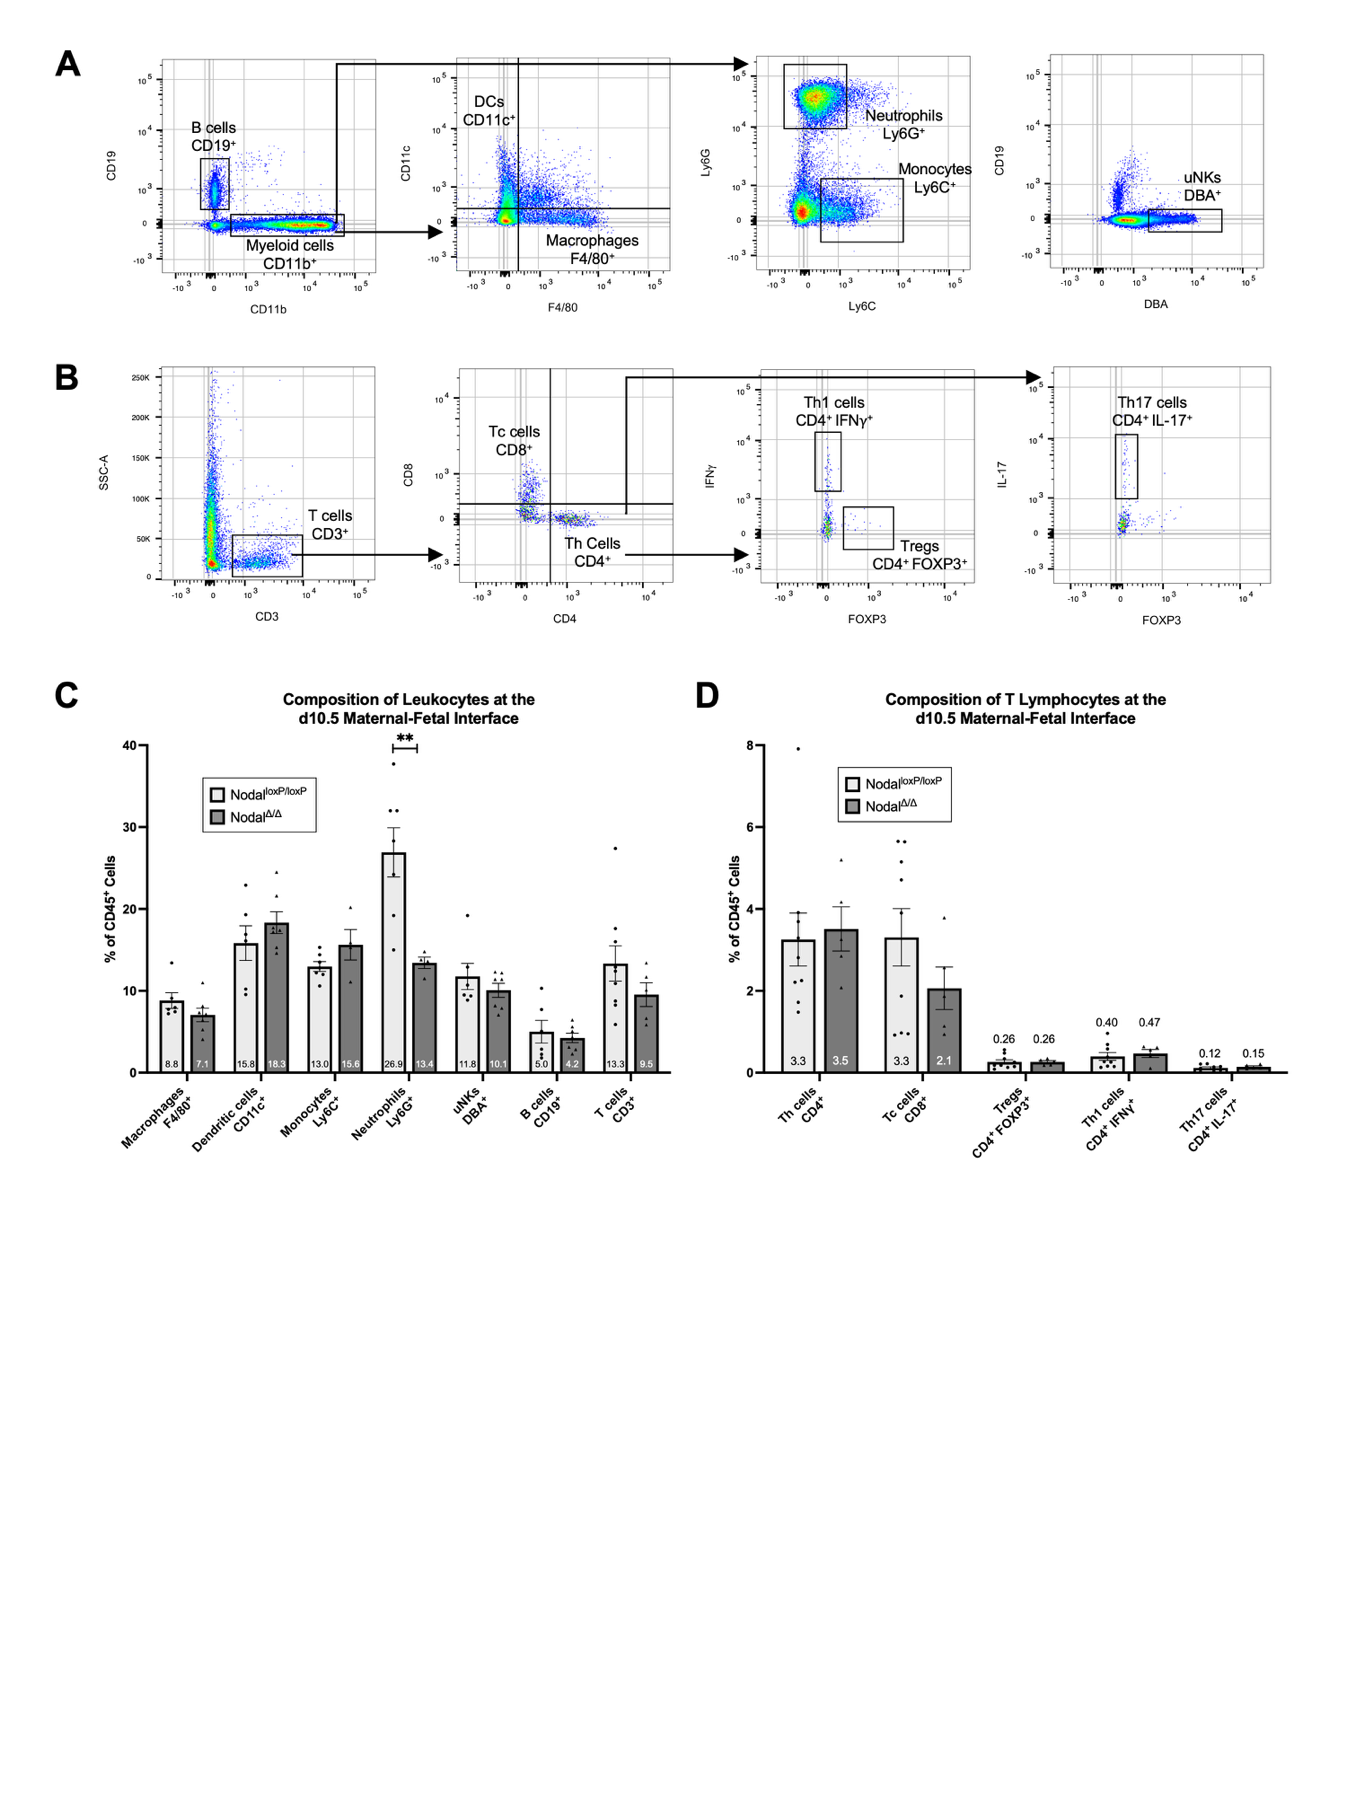

**Supplementary Figure 1: Composition of leukocytes at the d10.5 maternal-fetal interface by flow cytometry**

A) CD11b^+^ myeloid cells at the d10.5 maternal-fetal interface were gated from the live, CD45^+^ population and further gated based on the expression of CD11c (dendritic cells, DCs), F4/80 (macrophages), Ly6C (monocytes) and Ly6G (neutrophils). DBA^+^ uterine natural killer cells (uNKs) and CD19^+^ B cells were gated from the live, CD45^+^ population. B) CD3^+^ T lymphocytes were gated from the live, CD45^+^ population and then further gated based on the expression of CD4 (T helper, Th) or CD8 (cytotoxic T, Tc). CD4^+^ Th cells were gated into additional subpopulations based on the co-expression of FOXP3 (regulatory T, Treg), IFN-$\gamma$ (Th1) or IL-17 (Th17). C) Quantification of leukocytes at the d10.5 maternal-fetal interface showed a significant decrease in the proportion of Ly6G^+^ decidual neutrophils in Nodal^Δ/Δ^ females (Nodal^loxP/loxP^ n=7, Nodal^Δ/Δ^ n=4). There was no difference in the abundance of F4/80^+^ macrophages, CD11c^+^ dendritic cells, DBA^+^ uNKs, CD19^+^ B cells (Nodal^loxP/loxP^ n=6, Nodal^Δ/Δ^ n=7), Ly6C^+^ monocytes (Nodal^loxP/loxP^ n=7, Nodal^Δ/Δ^ n=4) or CD3^+^ T cells (Nodal^loxP/loxP^ n=9, Nodal^Δ/Δ^ n=5). D) Quantification of the T cell subpopulations showed no difference in abundance between groups (Nodal^loxP/loxP^ n=9, Nodal^Δ/Δ^ n=5). Data shows mean ± SEM. **P-value <0.01.

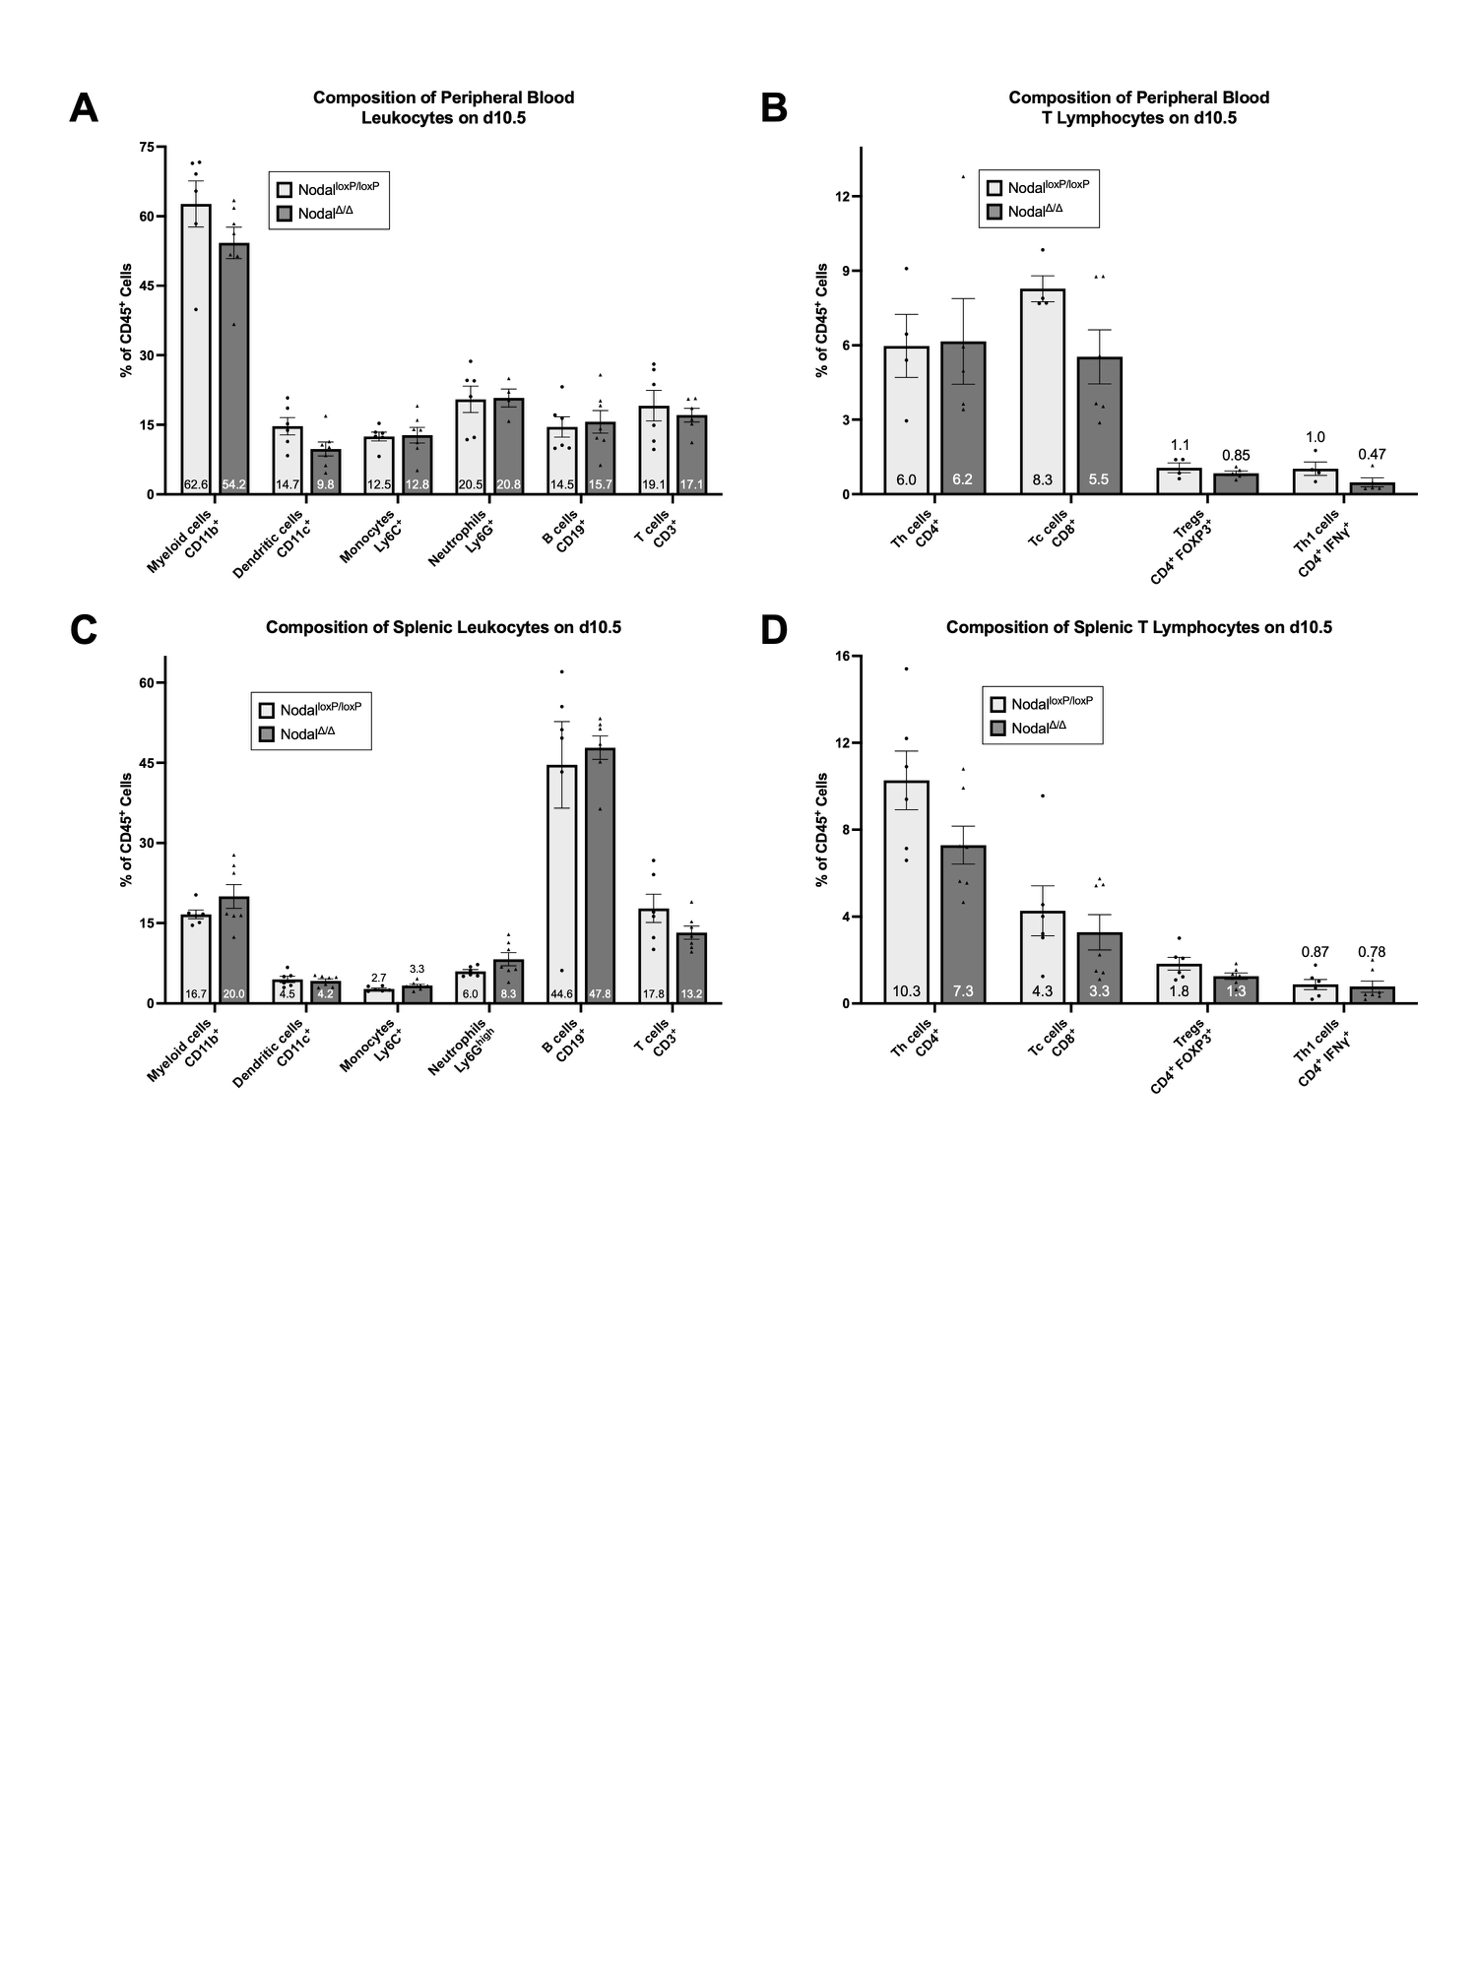

**Supplementary Figure 2: Quantification of matched d10.5 peripheral blood and splenic leukocyte populations**

Matched peripheral blood (A-B) and splenic (C-D) leukocytes from d10.5 pregnant females (Nodal^loxP/loxP^ n=6, Nodal^Δ/Δ^ n=7) were quantified by flow cytometry and showed no significant difference in abundance between groups of any immune cell type. Samples were gated using a similar strategy to cells at the maternal-fetal interface. Data shows mean ± SEM.

**
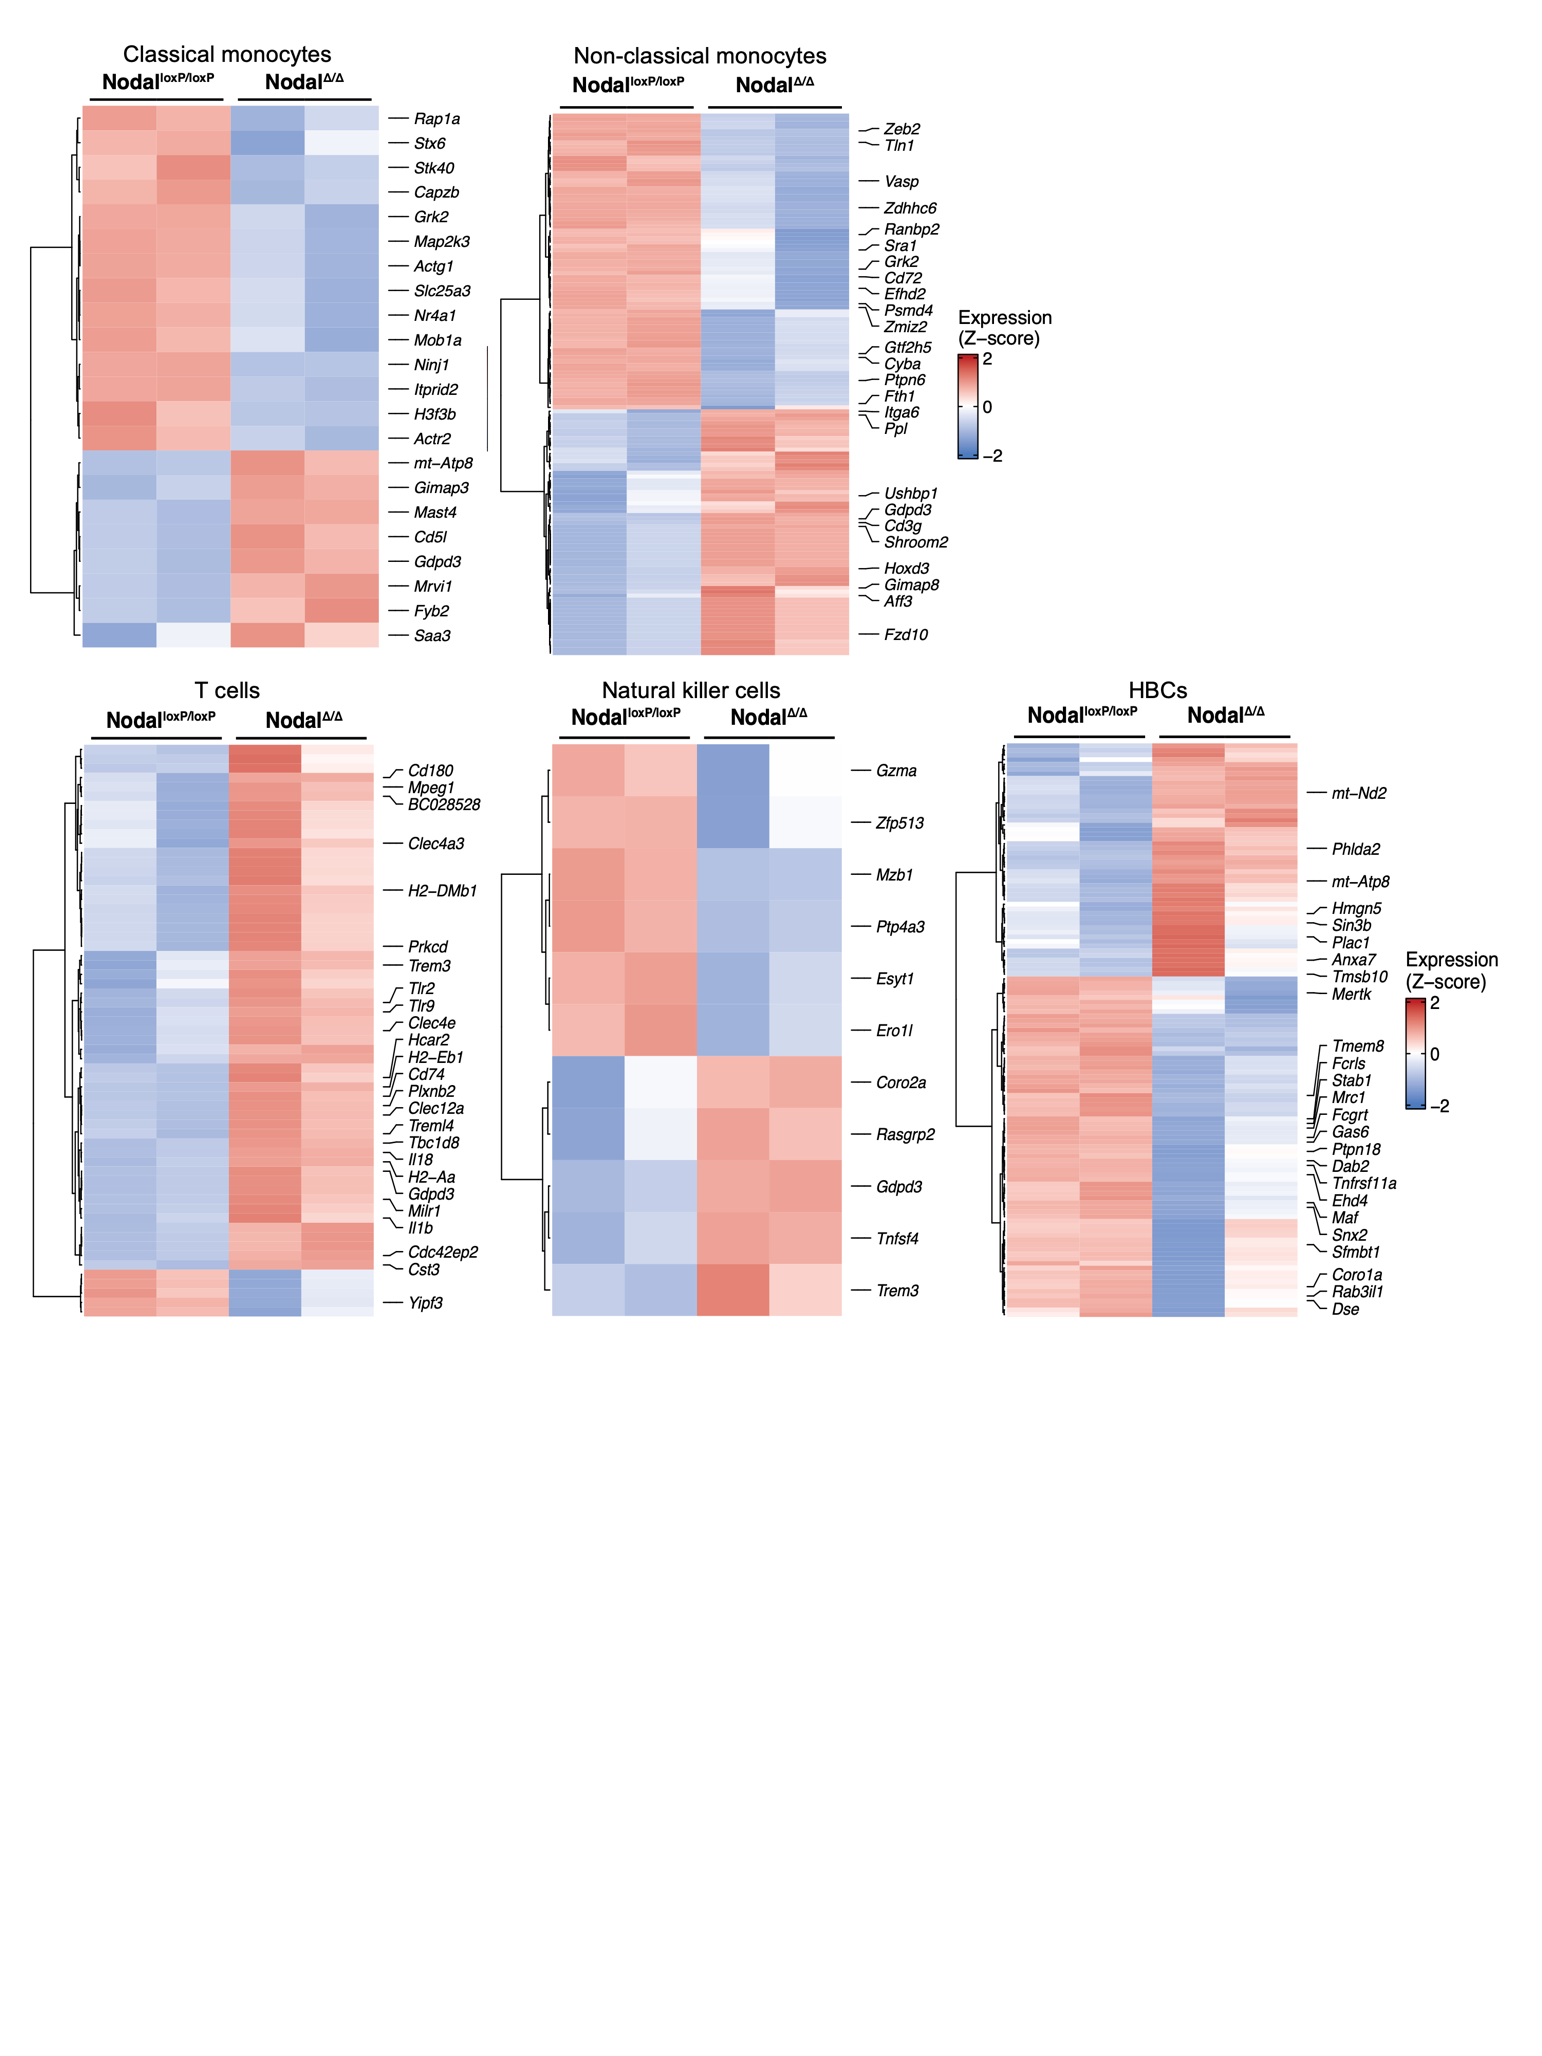
**

**Supplementary Figure 3: Differentially expressed genes in additional immune cell clusters**

Heatmap of significant differentially expressed genes (DEGs) between Nodal^loxP/loxP^ (n=2) and Nodal^Δ/Δ^ (n=2) females in the remaining immune cell clusters at the d10.5 maternal-fetal interface. The top 25 upregulated or downregulated DEGs with an adjusted P-value <0.1 are labelled. 

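In the sums per library, dendritic cells and B cells both had genes past an adjusted p under 0.1 from edgeR's quasi-likelihood test. In dendritic cells 13 of 4077 genes were called, 8 higher and 5 lower in NodalΔ/Δ cells. Retnla, which encodes a resistin-like protein of alternatively activated cells, had a log2 fold change of 2.53 (adjusted p = 0.00414), and Ccl17 one of -2.03 (adjusted p = 0.07). The granzyme genes Gzmd, Gzmf and Gzmg of natural killer cells and S100a9 of neutrophils were among the lower genes. In B cells 107 of 1777 genes were called, 81 higher and 26 lower. The higher ones included the monocyte genes Ace (3.72, adjusted p = 0.00385) and Csf1r (3.00, adjusted p = 0.00514), and the lower ones Cd79a (-1.30, adjusted p = 0.0694) and Cd19 (-1.27, adjusted p = 0.0948). In B cells 6 of 13 markers of non-classical monocytes and 3 of 3 erythroid markers were higher, and 4 of 26 B cell markers lower. The change per gene followed its excess in other cells most closely in this class (Spearman rho 0.475), at a median of 856 UMIs per cell. RNA of other cells was not told apart from a change in B cells. At an unadjusted p under 0.05 there were 259 genes in dendritic and 330 in B cells. DESeq2 called 6 genes in dendritic cells and 28 in B cells, and limma's voomLmFit 3 and 123. With doublets kept 1 gene was called in B cells, and 0 of the 4 B cell genes named here. With a replicate block 32 genes were called in B cells. The B cell count was 0 without control library 1, 15 without control library 2 and 51 without NodalΔ/Δ library 2, and the dendritic cell count was 34 without NodalΔ/Δ library 2. With library totals alone the split in dendritic cells was 7 higher and 2 lower, and the median log2 fold change in B cells shifted by -0.16.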

There were zero significant DEGs with an adjusted P-value <0.1 in the dendritic cell and B cell clusters.

**
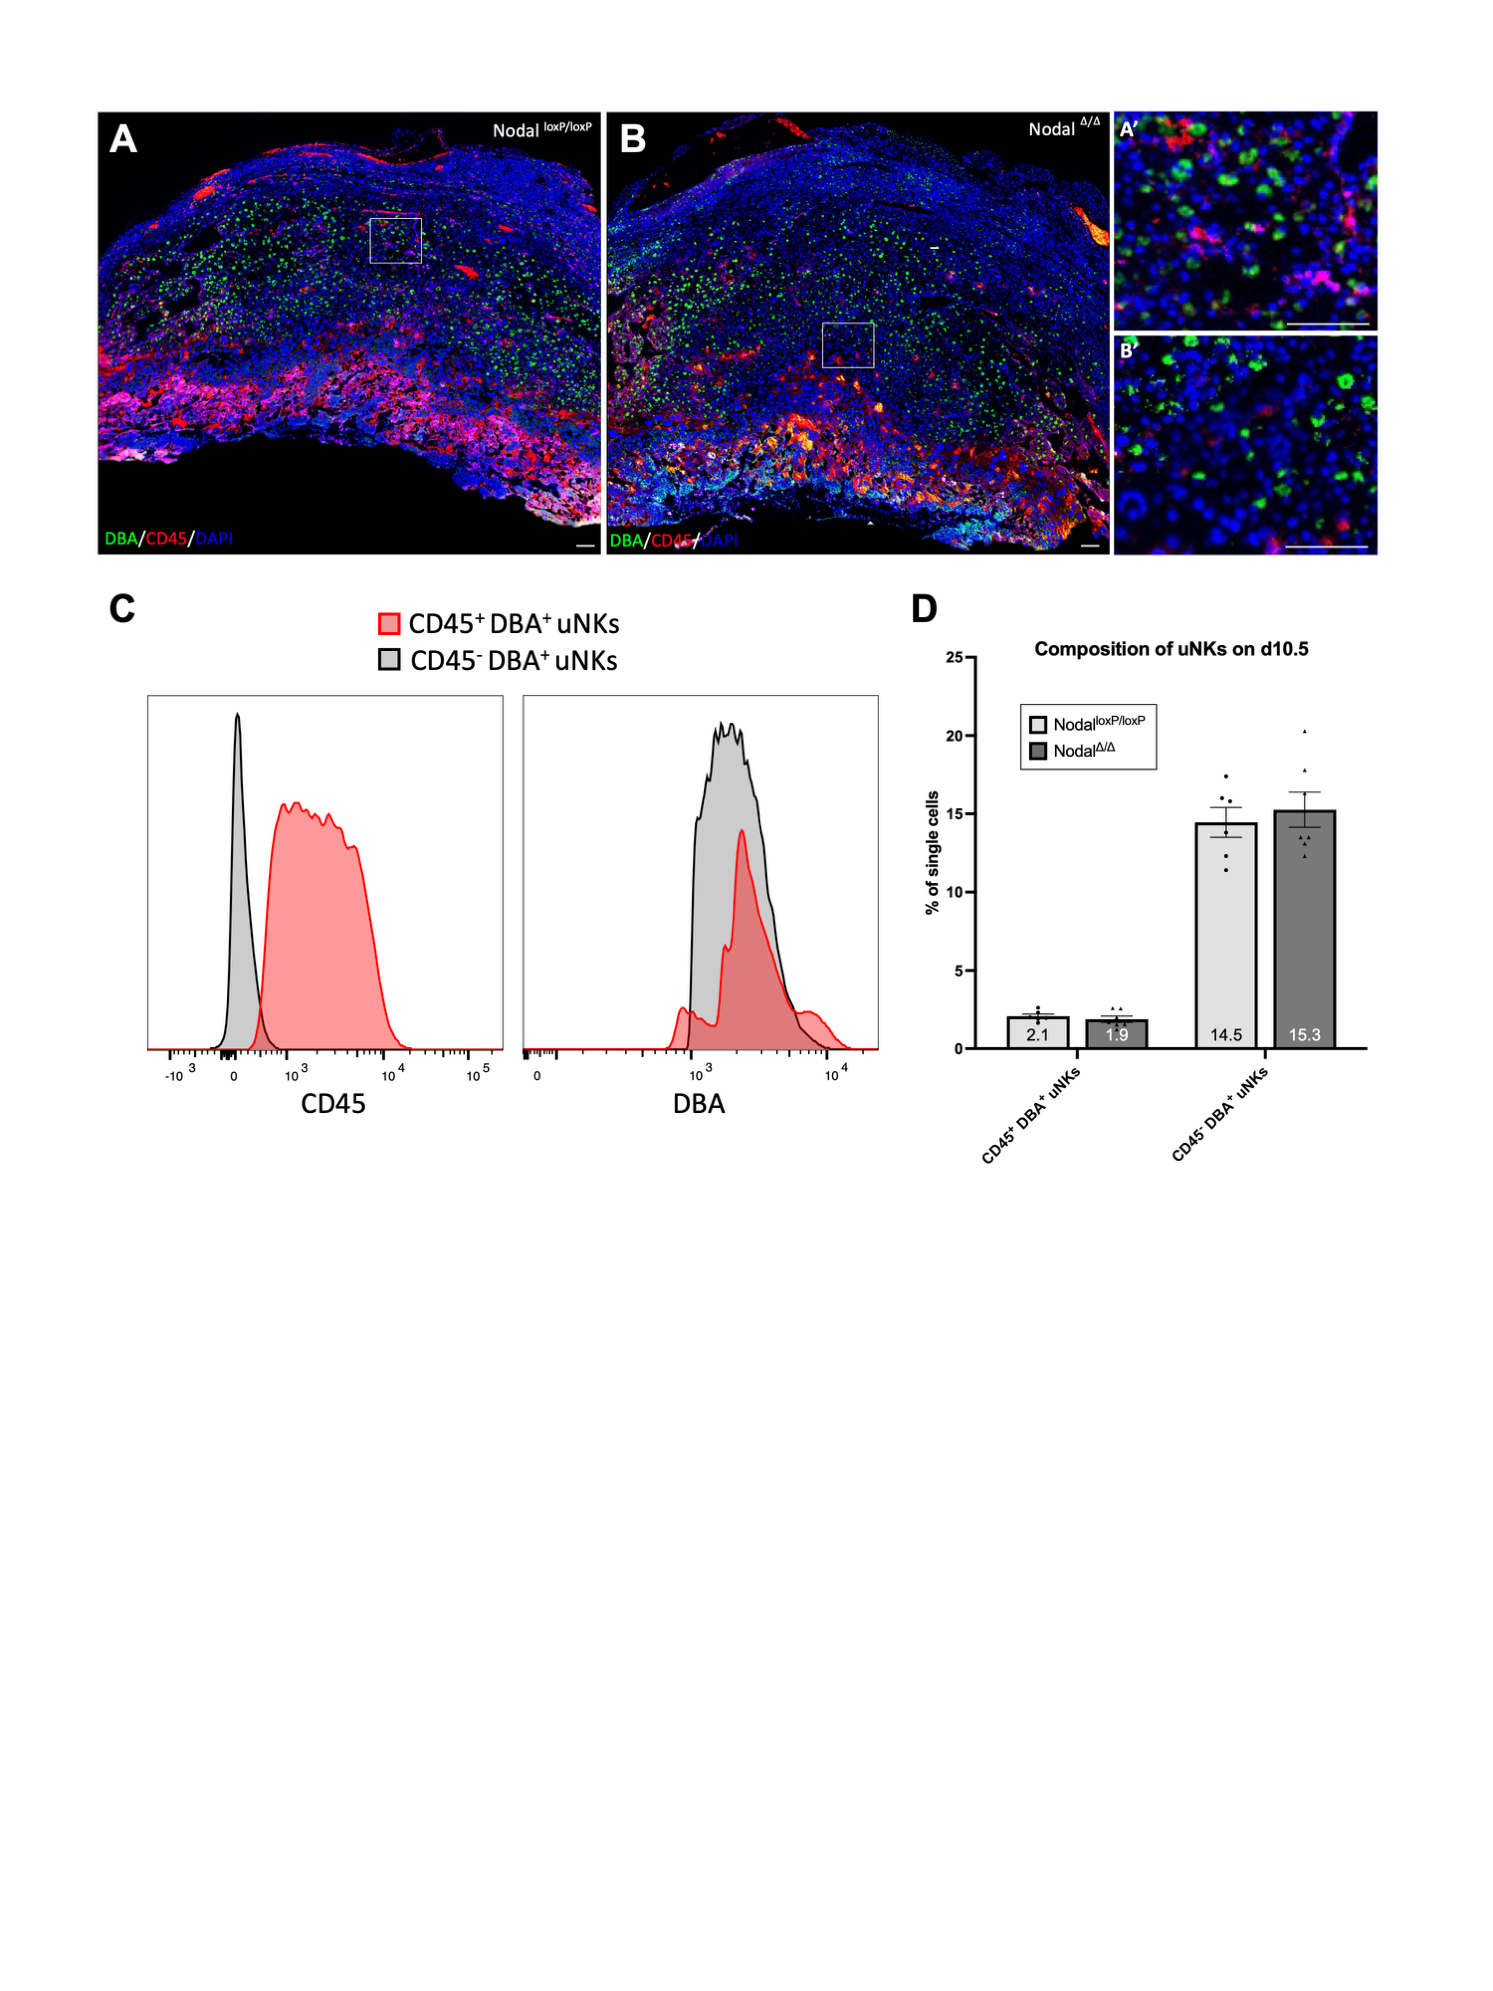
**

**Supplementary Figure 4: Composition of uterine natural killer cells on d10.5**

A-B) Immunofluorescence staining revealed the equal distribution and relative abundance of DBA^+^ (green) uterine natural killer cells (uNKs) in the d10.5 decidua of Nodal^loxP/loxP^ and Nodal^Δ/Δ^ females. Images are representative of 10 implantation sites (Nodal^loxP/loxP^) and 13 implantation sites (Nodal^Δ/Δ^) from three independent pregnancies. A’) DBA^+^ uNKs closer to the mesometrial pole are more CD45^+^ (red). B’) DBA^+^ uNKs closer to the placenta are more CD45^-^. Immunofluorescence images shown at 10X magnification, scale bars indicate 80 $\mu$m. C) Histograms showing the expression of CD45 and DBA in the two populations of uNKs by flow cytometry. D) Quantification of the two uNK populations by flow cytometry revealed that the majority of uNKs at the d10.5 maternal-fetal interface are CD45^-^ DBA^+^, with no difference in overall uNK abundance between groups (Nodal^loxP/loxP^ n=6, Nodal^Δ/Δ^ n=7). Data shows mean ± SEM.

# 1.2 Supplementary Tables

**Supplementary Table 1: List of 34 upregulated genes at the maternal-fetal interface of Nodal^Δ/Δ^ females on d10.5**

| Gene | Fold Change | p-value | Description |
| --- | --- | --- | --- |
| *Il-6* | 6.56 | 0.0179 | inflammatory cytokine |
| *Tlr1* | 6.39 | 0.0097 | pattern recognition receptor |
| *Casp1* | 5.69 | 0.0201 | inflammatory response |
| *Il-1*$\boldsymbol{\alpha}$ | 5.74 | 0.0016 | inflammatory cytokine |
| *Md2* | 4.77 | 0.0117 | TLR4 pathway |
| *Fasl* | 4.55 | 0.0053 | inflammatory response |
| *Ccl12* | 4.15 | 0.0361 | inflammatory chemokine |
| *Cd14* | 3.91 | 0.0051 | TLR4 pathway |
| *Il-2* | 3.72 | 0.0361 | inflammatory cytokine |
| *Apcs* | 3.69 | 0.0376 | inflammatory response |
| *Irf3* | 3.68 | 0.0041 | TLR4 pathway |
| *Mx1* | 3.67 | 0.0003 | inflammatory cytokine |
| *Tlr3* | 3.34 | 0.0016 | pattern recognition receptor |
| *Cd86* | 3.31 | 0.0132 | T cell activation |
| *Il-18* | 3.25 | 0.0357 | inflammatory cytokine |
| *Il-1*$\boldsymbol{\beta}$ | 2.91 | 0.0022 | inflammatory cytokine |
| *Mapk8* | 2.80 | 0.0023 | TLR4 pathway |
| *Crp* | 2.79 | 0.0256 | inflammatory cytokine |
| *Cd40lg* | 2.73 | 0.0467 | macrophage activation |
| *H2-T23* | 2.71 | 0.0072 | antigen presentation |
| *I*$\boldsymbol{\kappa b\alpha}$ | 2.47 | 0.0002 | TLR4 pathway |
| *Jak2* | 2.47 | 0.0104 | TLR4 pathway |
| *Tlr4* | 2.41 | 0.0194 | pattern recognition receptor |
| *Mpo* | 2.27 | 0.0076 | neutrophil response |
| *Mapk1* | 2.24 | 0.0008 | TLR4 pathway |
| *Stat1* | 2.08 | 0.0050 | TLR4 pathway |
| *Cxcl10* | 2.07 | 0.0198 | inflammatory chemokine |
| *Tlr5* | 2.07 | 0.0123 | pattern recognition receptor |
| *Nod2* | 1.95 | 0.0458 | pattern recognition receptor |
| *Cd40* | 1.85 | 0.0173 | macrophage activation |
| *Ddx58* | 1.79 | 0.0458 | pattern recognition receptor |
| *Gata3* | 1.73 | 0.0085 | T cell differentiation |
| *Nf*$\boldsymbol{\kappa b}$*1* | 1.70 | 0.0205 | TLR4 pathway |
| *Irak1* | 1.63 | 0.0213 | TLR4 pathway |

**Supplementary Table 2: Fluorophore-conjugated antibodies used for the identification of immune cell types at the d10.5 maternal-fetal interface**

| Antibody | Fluorophore | Clone | Manufacturer | Cat. No. | Dilution |
| --- | --- | --- | --- | --- | --- |
| Viability dye | e506 |  | Invitrogen | 65-0866-14 | 1:100 |
| CD45 | AF700 | 30-F11 | BioLegend | 103128 | 1:150 |
| CD11b | e450 | M1/70 | Invitrogen | 48-0112-80 | 1:300 |
| Ly6C | APC-Cy7 | AL-21 | BD Biosciences | 560596 | 1:300 |
| Ly6G | APC | 1A8 | Invitrogen | 17-9668-80 | 1:150 |
| F4/80 | PE | BM8 | Invitrogen | 12-4801-80 | 1:150 |
| CD11c | PerCP-Cy5.5 | N418 | Invitrogen | 45-0114-80 | 1:150 |
| DBA | FITC |  | Bio World | 21761015-1 | 1:300 |
| CD19 | BUV737 | 1D3 | BD Biosciences | 612782 | 1:150 |
| iNOS | APC | CXNFT | Invitrogen | 17-5920-80 | 1:150 |
| Arg1 | PE-Cy7 | A1exF5 | Invitrogen | 25-3697-80 | 1:150 |

**Supplementary Table 3: Fluorophore-conjugated antibodies used for the identification of T cell subpopulations at the d10.5 maternal-fetal interface, spleen and blood**

| Antibody | Fluorophore | Clone | Manufacturer | Cat. No. | Dilution |
| --- | --- | --- | --- | --- | --- |
| Viability dye | e506 |  | Invitrogen | 65-0866-14 | 1:100 |
| CD45 | AF700 | 30-F11 | BioLegend | 103128 | 1:150 |
| CD3 | BUV737 | 17A2 | BD Biosciences | 612803 | 1:150 |
| CD4 | APC-Cy7 | RM4-5 | BioLegend | 100525 | 1:150 |
| CD8a | PE-Cy7 | 53-6.7 | Invitrogen | 25-0081-81 | 1:300 |
| TCR$\gamma\delta$ | PerCP-e710 | GL-3 | Invitrogen | 46-5711-80 | 1:150 |
| FOXP3 | FITC | FJK-16s | Invitrogen | 11-5773-80 | 1:100 |
| IL-17 | e450 | 17B7 | Invitrogen | 48-7177-80 | 1:150 |
| IL-4 | PE | 11B11 | BioLegend | 504103 | 1:150 |
| IFN-$\gamma$ | APC | XMG1.2 | BioLegend | 505809 | 1:150 |

**Supplementary Table 4: Fluorophore-conjugated antibodies used for the identification of immune populations in the blood and spleen of d10.5 pregnant females**

| Antibody | Fluorophore | Clone | Manufacturer | Cat. No. | Dilution |
| --- | --- | --- | --- | --- | --- |
| Viability dye | e506 |  | Invitrogen | 65-0866-14 | 1:100 |
| CD45 | AF700 | 30-F11 | BioLegend | 103128 | 1:150 |
| CD11b | e450 | M1/70 | Invitrogen | 48-0112-80 | 1:300 |
| Ly6C | APC-Cy7 | AL-21 | BD Biosciences | 560596 | 1:300 |
| Ly6G | FITC | 1A8 | Invitrogen | 11-9668-80 | 1:150 |
| F4/80 | PE | BM8 | Invitrogen | 12-4801-80 | 1:150 |
| CD11c | PerCP-Cy5.5 | N418 | Invitrogen | 45-0114-80 | 1:150 |
| CD49b | PE-e610 | DX5 | Invitrogen | 61-5971-80 | 1:150 |
| CD19 | BUV737 | 1D3 | BD Biosciences | 612782 | 1:150 |
| iNOS | APC | CXNFT | Invitrogen | 17-5920-80 | 1:150 |
| Arg1 | PE-Cy7 | A1exF5 | Invitrogen | 25-3697-80 | 1:150 |

How the deposited data were processed for this re-analysis (not part of the article)

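RNA was measured in CD45-selected, fixed cells of the maternal-fetal interface at d10.5 in 4 libraries, 2 from Nodal loxP/loxP control females and 2 from NodalΔ/Δ females. Each library pooled 2 females and 8 implantation sites, and the genotype of every library was taken from the sample labels and the paper. The libraries were the replicates in every test between genotypes. The tests of Gdpd3 across classes and of male-specific UMIs between 2 sub-clusters compare cells within libraries and describe those libraries only. With 2 libraries against 2, an exact permutation test cannot reach a p under 0.05, and p-values rest on a spread estimated over many genes or classes. The values that the authors deposited are raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, made from probe-based libraries with the Cell Ranger multi pipeline on mm10, with no normalization and none of the paper's filters on cells yet applied. The version of Cell Ranger is not given in the sources used here. A probe panel reads a short stretch of each transcript, so a deletion outside the probe leaves its count as it was. 6 gene symbols occurred more than once and their entries were kept apart. Positions of genes are those of GENCODE M21 on mm10, matched by gene identifier for 19048 genes.

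Control libraries 1 and 2 and NodalΔ/Δ libraries 1 and 2 differed in depth, with 11078737, 7829497, 2679401 and 1514133 UMIs in the cells kept. Shares of cells are given with exact Clopper-Pearson intervals at 95%, and a gene with no UMI in a group was compared at 3 counts over the group; both cover counting error only. Cells were kept with at least 1 Ptprc UMI, more than 300 genes and under 10% mitochondrial counts, as in the paper, which left 3653, 2360, 980 and 625 cells. Doublets were scored within each library, over all barcodes that passed the gene and mitochondrial filters, by the share of simulated doublets among the nearest neighbours of a barcode. The barcodes of highest score were removed up to the rate expected from the loading, taken as 0.8% for each 1000 barcodes. This removed 1048 of 18490 barcodes (5.668%), 600 of them with a Ptprc UMI (7.876%), and left 7018 cells. The doublet caller and the test of composition named in the paper, scDblFinder and sccomp, were not used here.

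Counts were turned into Pearson residuals (dispersion parameter theta 100), and 3000 variable genes and 20 principal components were kept. The components were corrected for library by a routine written after Harmony (theta 2, sigma 0.1), and a graph of 20 neighbours, with edges under a Jaccard index of 0.066667 removed, was clustered by the Leiden algorithm at resolution 0.4. Clusters were named from 21 lists of cell type markers, which include the non-leukocyte types a CD45 sort can carry over. A name needed a mean log2 fold of the list of at least 0.5 over all other cells, at least 3 markers that had a UMI in 10% of cells and a log2 fold of at least 1, and no more markers of another class than of its own among the 10 leading genes. Clusters that met these terms for no list stayed unnamed, as did those with a median UMI count under 0.33333 of their library's and no marker of the list among the leading genes. A cluster of at least 60 cells in which the next best list reached 0.5 of the mean of the best was clustered again within itself. The class names follow the paper, but the cells in each class were assigned anew and need not be those of the paper. In all, 11 leukocyte classes held cells from every library, while 583 cells lay in non-leukocyte clusters and 309 in unnamed ones.

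Shares of classes were tested by edgeR's quasi-likelihood test on cell counts per class and library, with the logarithm of the filtered cells of the library as offset and an FDR threshold of 0.05. For expression, raw counts were summed per library and class, and each class with at least 5 cells in every library was tested by itself with edgeR's quasi-likelihood test, for genes with an average count of at least 10, with TMMwsp factors and Benjamini-Hochberg adjustment; genes were called at an adjusted p under 0.1, the filter and threshold of the paper. The same test was run on the sum of all filtered cells. A joint fit of all classes tested the change in neutrophils minus the mean change in the other classes; a gene with no count in both libraries of a genotype in another class, such as Cxcr2, Mmp9 or Retnlg, has no estimable contrast there and could not be called. Of 39 gene lists, 35 had enough tested members in neutrophils and 33 in PAMM1a cells; they were tested by camera with a preset inter-gene correlation of 0.01, again with an estimated correlation, and by fry, at an adjusted p under 0.05 over the lists. Levels of markers had no test, nor had shares of cells with male-specific UMIs apart from the test between 2 sub-clusters. To compare those shares across depths, each cell was thinned to 800 UMIs and shallower cells were left out; genes per neutrophil were counted at 500 UMIs. CPM are counts of a gene scaled to the summed UMIs of a class; TMM-scaled CPM, given beside tests, are scaled to the summed UMIs of the tested genes times the TMMwsp factor of the library.

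The genes named in the text were set by a rule: every gene the paper names for a class; the 12 genes of smallest p in each direction among called genes whose values in both NodalΔ/Δ libraries lay on the same side of both controls, or, where fewer than 12 passed, the 12 of smallest p, given as not called where they were not; Gdpd3, Nodal and Pgr in every class; and the 4 members of smallest p in a gene list. Genes in the tables of the paper had been seen when the rule and the lists were written. The text also names genes outside this rule, chiefly markers given by their level alone, such as B4galnt2, Itga2, Eomes, Ncr1, Klre1 and Klrd1.

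The alternatives left out each library in turn, dropped the Ptprc filter, required over 500 genes or under 5% mitochondrial counts, kept doublets, left out the correction for library, clustered at resolution 0.8, gave each cell to the class of highest marker z-score, tested all genes with a count, used TMM factors, library totals or DESeq2 size factors, ran the DESeq2 Wald test or limma's voomLmFit over all classes, thinned the sums to the lowest total, called genes at an adjusted p under 0.05, took the replicate number as a block, counted shares over myeloid cells, used TMM factors on cell counts or a quasi-binomial model, and required 2 male-specific UMIs in a cell. The number of a library marks no shared animal, litter or day in the labels or the paper, so libraries were not paired in the tests reported.

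Several choices were made after cells and clusters had been seen. A first threshold on doublet scores removed too many barcodes for the loading and was replaced by the expected rate. The terms for naming clusters, and the repeated clustering of clusters that carried more than 1 marker list, were set after a single round had put M2 and PAMM1a cells together; the numbers of cells per library and the shares of the paper were in view at that point. A single round of clustering, leukocyte clusters alone as the denominator, sums without non-leukocyte clusters, and clustering without the 1024 genes called in any class were therefore added as alternatives. Clusterings after the removal of non-leukocyte clusters at other resolutions were looked at and not used. Tests of free RNA for Gdpd3 and for the T cells were replaced by tests per droplet once the results of a first version, which compared levels in CPM and argued against free RNA in both cases, had been seen and its reasoning judged at fault. The test of neutrophil markers at equal totals and that of male-specific UMIs within the control libraries were added later still, the second in place of a comparison pooled over genotypes, and the genes thinned in single cells were chosen after their values were seen.

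The main tests were tried on simulated data, for genes in 4 classes, in the sum of all cells and in the joint contrast, for gene lists by camera in neutrophils and for the share of neutrophils. The other classes and tests were not tried. For genes these data were drawn from the real means and depths, with 100 genes changed 2-fold and 100 changed 4-fold. For neutrophils (4405 genes) 17% of the 2-fold and 65% of the 4-fold changes were called, with 11 false calls among 93. The 4-fold share was 63% for PAMM1a cells (4819 genes), 60% for non-classical monocytes (6145), 73% for M2 cells (7228), 80% for the sum of all cells (12116) and 76% of 200 genes changed 4-fold for the joint contrast (6590). A 2-fold change in the share of neutrophils was called in 62% of 100 simulated experiments over 15 classes, under a spread between libraries that was assumed and not taken from the data, and the changed gene list among simulated lists was called, with 0 false calls. In simulated cells, 98.46% of 2787 leukocytes returned to their class, but 36.36% of 66 HBCs, and 35.33% of 150 doublets were found, so doublets remain among the cells kept. Each simulated cell was drawn from the mean profile of its named class, with no variation within a class apart from depth and library. The high return therefore does not measure how sure the classes of real cells are. Real cells were also clustered without the 1024 genes called in any class. Then 442 of 857 classical monocytes, 168 of 312 PAMM2, 208 of 292 PAMM1a, 844 of 1010 neutrophils and 272 of 283 natural killer cells kept their class.

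R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Random steps used the seed 1, and sums were thinned in 10 draws. Values from thinned sums are those of the first draw unless a range is given. The flow cytometry, immunofluorescence, histology and quantitative PCR of the paper were not analysed here, nor were gene ontology terms, whose definitions are not in the sources used here.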

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

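The tests of free RNA, for Gdpd3 and for the genes raised in T cells, and that of the neutrophil markers at equal totals were chosen only after the result was seen; the other tests were set before. In a joint fit over the classes, 781 of 6549 genes changed in neutrophils by another amount than the mean of the other classes, 300 of them more upward and 481 more downward (adjusted p under 0.1 from edgeR's quasi-likelihood test of the difference). The count was 136 without control library 1, 443 without control library 2 and 265 without NodalΔ/Δ library 1. S100a8 differed by -2.40 on the log2 scale (adjusted p = 0.000114) and Ms4a6b, which encodes a membrane-spanning protein of the Ms4a family, by 2.37 (adjusted p = 0.000349, and 0.205 without control library 1). RNA of other cells in neutrophil droplets would raise each gene in step with its excess outside neutrophils: the Spearman rho across genes, which are not independent replicates, was 0.432 in neutrophils, and it was 0.475 in B cells, so the relation is not special to neutrophils. As the whole cause it would also lower the neutrophil markers by 1 common amount, and 10 of 25 markers (40%) lay over 2 standard errors from their median of -1.56, between the bounds set for either outcome. In sums thinned to the lowest total, 174 of the 823 genes called in neutrophils (21.1%) were called again. Only 403 kept enough counts to be tested, too few for this share to decide on depth. Of the 25 neutrophil markers, all tested again, 19 (76%) were called lower at equal totals (median log2 fold change -0.98, smaller than before, with quartiles -1.504 and -0.8346). Both shares come from 1 of 10 draws, the one with most called genes (234, against a median of 181 and a lowest of 143), which favours calls. All 25 markers had negative values in that draw. The median depth per neutrophil was 1487 and 1003 UMIs in NodalΔ/Δ libraries, against 1032.5 and 891 in control. These values argue against lower depth as the cause of the lower markers, as far as 1 draw can. The rho in neutrophils passed the bound set for RNA of other cells as a cause, but not the further term that it exceed every other class. The higher rho in B cells is no evidence against this cause, since such RNA could reach B cell droplets too. The spread of the markers fell between its bounds. A Pgr UMI was present in 0.326% and 0.813% of control neutrophils and in 13.3% and 15.6% of NodalΔ/Δ ones. In the NodalΔ/Δ libraries it was present in 32.5% and 27.9% of decidual stroma cells and in 2.22% and 0% of B cells. These values go with RNA of stromal cells in neutrophil droplets, without giving its part in the pattern. RNA of other cells therefore cannot be told apart from a change in the neutrophils themselves as the cause of the whole pattern. The genes that lost their test leave depth open for the rest of the pattern. A different state of neutrophils in NodalΔ/Δ females is the biological explanation the design names, and it stays open as an untested hypothesis.

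Gdpd3, a glycerophosphodiester phosphodiesterase gene that the paper's text does not discuss, was higher in the sum of all cells (log2 fold change 3.90, standard error 0.28, adjusted p = 0.0279 from edgeR's quasi-likelihood test) and in each of the 3 classes with enough counts to test it, neutrophils (4.17), non-classical monocytes (3.00) and M2 cells (4.16). In the sum of all cells its adjusted p was 0.228 without NodalΔ/Δ library 1 (Gdpd3 in All cells, log2 fold change 3.61). The classes of leukocytes within a NodalΔ/Δ library had a Gdpd3 UMI in 10.4% to 33.3% of cells in library 1 and 0% to 24.4% in library 2, a spread no larger than counting error (chi-square p = 0.144 and 0.199), so free RNA that adds the same UMIs to every droplet may account for the rise in leukocytes. In endothelium the share was 62% and 70.6%, against 18.4% and 14% of all leukocytes (Fisher's exact p = 3.86e-14 and 4.01e-07), which argues against free RNA there. A stretch of another strain around the gene on chromosome 7 would move its neighbours too, and 8 of 93 tested genes within 2 Mb (8.6%) had an unadjusted p under 0.05, below the 15.4% of all tested genes. A higher level in endothelium of NodalΔ/Δ females, and a variant under the gene's probes, stay open and were not tested.

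In the class named T cells, led by Xcl1, Klrb1a and Ccl5, which may also hold natural killer cells, 116 genes were higher in NodalΔ/Δ libraries, and myeloid cells of the controls held 110 of them at over 2 times the T cell level, among them C1qa (4.12), Tgfbi (2.70) and Il1b (3.13); the count of all called genes in T cells was 68 without control library 2 and 348 without NodalΔ/Δ library 2. Together these genes gave 23.6 and 18.5 UMIs per T cell in control and 62.2 and 35.3 in NodalΔ/Δ libraries. Droplets with a T cell and a myeloid cell would hold these UMIs in few cells: the 10% of T cells with most held 33% and 46.6% (mean 39.8%), against 27.8% and 35% if UMIs followed depth alone, between the bounds set for either outcome. Free RNA would add as many UMIs to every droplet: per B cell the rise was 24.1 and 27.5 UMIs and per T cell 41.1 and 14.2, ratios of 1.71 and 0.517, while natural killer cells changed by 6.53 and -16.2. Neither can be told apart from expression in T cells, because B and natural killer cells may carry part of these genes themselves (with doublets kept, 2 genes were called in T cells). A biological change in T cells of NodalΔ/Δ females stays open and was not tested.

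Cells that the paper did not report on gave the following values. Decidual stroma made up 3.59% ± 0.532 (SD, n = 2) of control cells and 7.77% ± 0.931 (SD, n = 2) of NodalΔ/Δ cells (log2 fold change 1.12, standard error 0.22, FDR = 0.0378); the FDR was 0.195 without control library 1, 0.132 without control library 2, 0.139 without NodalΔ/Δ library 1, and 0.418 with no Ptprc filter, for the share of Decidual stroma. In sub-cluster 6.2 of the cycling cells, led by Mpo and Slc22a3, 46 of 89 cells (51.7%, exact 95% interval 40.8 to 62.4%) had a UMI of a male-specific gene at a median of 15415 UMIs per cell, and 8.05% did after thinning; maternal natural killer cells, which should lack these genes, had them in 0 of 283 cells at a median of 5390. Among neutrophils of the control libraries 24 of 860 cells (2.79%, exact 95% interval 1.8 to 4.12%) had such a UMI at a median depth of 996.5, above the 0.602% (interval up to 1.24%) of control non-classical monocytes at a median depth of 1314.5.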

How the results depend on the processing

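The alternatives with a single round of clustering, over leukocyte clusters only, without the non-leukocyte clusters and with clustering on genes that did not differ were chosen after the result was seen; the others were not. Over 238 alternatives for 14 shares, 168 kept their direction and their side of the threshold, 41 passed it, 14 lost it and 15 turned. Of 256 alternative counts of called genes, 100 lay within 1.5 times the count reported. Of 2030 alternatives for 101 genes named for a class, 1648 kept direction and call, 334 kept the direction and lost the call, 20 gained it and 28 turned; the genes that turned are named below and none of them had been called except Chil3 in PAMM1a cells and Guca2b in the sum of all cells. Of 192 alternatives for 24 gene lists, 156 held; the erythroid markers in neutrophils had a median log2 fold change of 1.01 and a mean of 1.02, while the direction of camera was down. Of 475 alternative marker levels 455 moved by less than 1 SD, and of 22 alternative shares of cells with male-specific UMIs 14 stayed within their interval.

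The 4 libraries set the limits. Leaving out one leaves a group of 1 library, which is then assumed to vary like the other group. At these depths the test found 65% of simulated 4-fold and 17% of simulated 2-fold changes in neutrophils (93 calls, 11 of them false), and 63% and 11% in PAMM1a cells, so a change of 2-fold is mostly out of reach. The change in share of non-classical and classical monocytes was lost without either control library (FDR 0.0847 without control library 1 and FDR 0.0963 without control library 2 for the share of Non-classical monocytes, and FDR 0.195 and FDR 0.132 for the share of Classical monocytes), and the counts of called genes in PAMM1a, M2 and PAMM2 cells moved by over 1.5 times in most alternatives. For each value below that moved or turned, the cause was not tested, apart from alternatives that by construction test other cells, fewer UMIs or more genes. Counts of 0 called genes come from edgeR's quasi-likelihood test and stood beside 79 to 1406 genes at an unadjusted p under 0.05; at the reported settings DESeq2 and voomLmFit called 2 and 4 genes in PAMM2 cells, 13 and 5 in M2 cells, 9 and 37 in natural killer cells, 3 and 7 in HBCs, 28 and 123 in B cells and 6 and 3 in dendritic cells.

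With no Ptprc filter, the change in share passed the threshold for dendritic cells (0.70), M2 cells (0.79), neutrophils (-1.01) and PAMM2 cells (1.5), was lost for classical monocytes (-0.69) and had the opposite sign for B cells (-0.75, past the threshold) and trophoblasts (-0.15), while the count of called genes was 44 in classical monocytes, 297 in non-classical monocytes, 24 in dendritic cells, 30 in M2 cells, 22 in PAMM2 cells, 2393 in neutrophils, 335 in B cells and 14 in natural killer cells, and the log2 fold change took the opposite sign, at 0.82 for Chil3 in PAMM1a cells, 0.057 for Cnot2 in PAMM1a cells and -0.27 for Vegfa in PAMM1a cells. With cells of over 500 genes, the change in share had the opposite sign for B cells (-0.085) and HBCs (0.50), while the count of called genes was 14 in classical monocytes, 18 in M2 cells, 11 in PAMM2 cells, 233 in neutrophils, 54 in T cells, 0 in natural killer cells and 188 in HBCs, and the log2 fold change took the opposite sign, at -0.0037 for Gpnmb in PAMM1a cells and -0.091 for Folr2 in PAMM2 cells. With cells under 5% mitochondrial counts, the change in share passed the threshold for dendritic cells (0.88), HBCs (-1.30) and PAMM2 cells (1.13), while the count of called genes was 22 in classical monocytes, 18 in non-classical monocytes, 6 in dendritic cells, 58 in M2 cells, 2 in PAMM1a cells, 19 in PAMM2 cells, 39 in T cells, 0 in natural killer cells and 0 in HBCs. With doublets kept, the change in share passed the threshold for dendritic cells (0.84), neutrophils (-0.75) and PAMM2 cells (1.29), was lost for classical monocytes (-0.36) and had the opposite sign for M2 cells (-0.19) and trophoblasts (-0.12), while the count of called genes was 5 in non-classical monocytes, 6 in dendritic cells, 37 in PAMM1a cells, 41 in PAMM2 cells, 2 in T cells, 1 in B cells, 29 in natural killer cells and 29 in HBCs, and the log2 fold change took the opposite sign, at -0.026 for Gpnmb in PAMM1a cells.

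With no library correction, the change in share passed the threshold for PAMM1a cells (-1.35) and PAMM2 cells (1.68) and had the opposite sign for T cells (-0.57), while the count of called genes was 9 in classical monocytes, 3 in dendritic cells, 31 in M2 cells, 9 in PAMM1a cells, 43 in PAMM2 cells and 5 in T cells, and the log2 fold change took the opposite sign, at -0.97 for Gpnmb in PAMM1a cells and -0.38 for Folr2 in PAMM2 cells. At resolution 0.8, the change in share passed the threshold for dendritic cells (1.04), HBCs (-0.92) and PAMM2 cells (1.16) and had the opposite sign for PAMM1a cells (0.0017), while the count of called genes was 19 in non-classical monocytes, 29 in M2 cells and 3 in HBCs. With marker z-score cell typing, the change in share passed the threshold for neutrophils (-1.59) and PAMM2 cells (1.35) and had the opposite sign for HBCs (0.33), while the count of called genes was 5 in classical monocytes, 49 in non-classical monocytes, 22 in M2 cells, 13 in PAMM1a cells, 45 in PAMM2 cells, 377 in neutrophils, 60 in T cells, 237 in B cells, 0 in natural killer cells and 0 in HBCs, and the log2 fold change took the opposite sign, at 0.12 for Ccr2 in PAMM1a cells and -0.17 for Folr2 in PAMM2 cells. With TMM factors on cell counts, the change in share passed the threshold for HBCs (-1.48) and neutrophils (-0.93) and had the opposite sign for B cells (-0.17) and M2 cells (-0.085). Among myeloid cells only, the change in share passed the threshold for dendritic cells (1.27), M2 cells (0.53) and PAMM2 cells (1.42).

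With no filter on low counts, the count of called genes was 191 in classical monocytes, 185 in non-classical monocytes, 31 in dendritic cells, 108 in M2 cells, 51 in PAMM1a cells, 44 in PAMM2 cells, 254 in T cells, 158 in natural killer cells, 59 in HBCs and 1641 in all cells summed, while the number of called gene lists was 19 in PAMM1a cells, and the adjusted p was 0.0579 for erythroid markers in neutrophils in the opposite direction and 0.00067 for oxidative phosphorylation, nuclear-encoded in PAMM1a cells, and the log2 fold change took the opposite sign, at -0.042 for Folr2 in PAMM2 cells. By the DESeq2 Wald test, the count of called genes was 12 in classical monocytes, 17 in non-classical monocytes, 6 in dendritic cells, 7 in PAMM1a cells, 2 in PAMM2 cells, 265 in neutrophils, 68 in T cells, 28 in B cells, 3 in HBCs and 616 in all cells summed. In sums thinned to the lowest total, the count of called genes was 1 in classical monocytes, 6 in non-classical monocytes, 27 in dendritic cells, 5 in PAMM1a cells, 1 in PAMM2 cells, 234 in neutrophils, 19 in T cells, 29 in B cells, 25 in natural killer cells and 11 in HBCs, while the log2 fold change took the opposite sign, at -0.034 for Folr2 in PAMM2 cells. By voomLmFit joint over classes, the count of called genes was 28 in classical monocytes, 2 in non-classical monocytes, 3 in dendritic cells, 5 in M2 cells and 37 in natural killer cells. At an adjusted p under 0.05, the count of called genes was 52 in non-classical monocytes, 7 in dendritic cells, 13 in PAMM1a cells, 0 in PAMM2 cells, 524 in neutrophils, 40 in B cells and 1 in natural killer cells. With DESeq2 size factors, the count of called genes was 0 in PAMM2 cells. With library totals alone, the count of called genes was 0 in PAMM2 cells, 70 in B cells and 61 in natural killer cells, while the log2 fold change took the opposite sign, at -0.043 for Folr2 in PAMM2 cells. With an estimated correlation, the number of called gene lists was 0 in neutrophils and 0 in PAMM1a cells, while the adjusted p was 0.344 for neutrophil granules and degranulation in neutrophils, 0.344 for leukocyte chemotaxis and adhesion in neutrophils, 0.344 for TLR4 and MyD88 signalling in neutrophils, 0.423 for NADPH oxidase and redox defence in neutrophils and 0.834 for oxidative phosphorylation, mitochondrial genome in PAMM1a cells. With cells thinned to 1 number of UMIs, the share of HBCs with a male-specific UMI was 8.59%.

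After a single round of clustering, the change in share was lost for classical monocytes (-0.76) and had the opposite sign for HBCs (0.57), while the count of called genes was 21 in classical monocytes, 0 in dendritic cells, 68 in PAMM1a cells, 0 in PAMM2 cells and 184 in HBCs, and the log2 fold change took the opposite sign, at 0.18 for Cnot2 in PAMM1a cells, -0.19 for Gpnmb in PAMM1a cells, -0.27 for Vegfa in PAMM1a cells, 0.036 for Wfdc17 in PAMM1a cells and -0.12 for Folr2 in PAMM2 cells. Over leukocyte clusters only, the change in share passed the threshold for dendritic cells (1.07), HBCs (-1.05) and PAMM2 cells (1.23). With clustering on genes that did not differ, the change in share passed the threshold for neutrophils (-1.03) and PAMM2 cells (1.47) and had the opposite sign for M2 cells (-0.43, past the threshold), while the count of called genes was 14 in classical monocytes, 9 in non-classical monocytes, 0 in dendritic cells, 67 in M2 cells, 12 in PAMM1a cells, 16 in PAMM2 cells, 0 in natural killer cells and 4 in HBCs, and the log2 fold change took the opposite sign, at -0.40 for Gpnmb in PAMM1a cells and -0.38 for Folr2 in PAMM2 cells. Without the non-leukocyte clusters, the count of called genes was 63 in all cells summed, while the log2 fold change took the opposite sign, at -0.14 for Guca2b in all cells summed.

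With control libraries 1 and 2 as C1 and C2, NodalΔ/Δ libraries 1 and 2 as N1 and N2, and the library left out in parentheses, the log2 fold change in share ran from -0.25 (N1) to 0.32 (N2) for B cells, -0.86 (N2) to -0.83 (N1) for classical monocytes, -0.16 (C1) to 1.63 (C2) for natural killer cells, -1.004 (N1) to -0.25 (C1) for neutrophils, -1.28 (N1) to -1.17 (N2) for non-classical monocytes and 0.83 (N2) to 1.30 (N1) for PAMM2 cells. The count of called genes then ran from 14 (C1) to 291 (N2) for classical monocytes, 10 (N1) to 31 (C2) for non-classical monocytes, 13 (N1) to 34 (N2) for dendritic cells, 0 (C1) to 41 (C2) for M2 cells, 7 (C2) to 58 (N2) for PAMM1a cells, 0 (C1) to 16 (C2) for PAMM2 cells, 246 (C1) to 1203 (N2) for neutrophils, 68 (C2) to 348 (N2) for T cells, 0 (C1) to 90 (N1) for B cells, 26 (C2) to 382 (N2) for natural killer cells, 0 (N1) to 11 (C2) for HBCs, 0 (N1) to 790 (C2) for all cells summed and 136 (C1) to 653 (N2) for the contrast of neutrophils with the other classes, and the number of called gene lists from 5 (C2) to 12 (N2) for PAMM1a cells. The adjusted p of a list ran from 0.00468 (N1) to 0.122 (C1) for NADPH oxidase and redox defence in neutrophils, 8.05e-07 (C1) to 0.296 (N2) for erythroid markers in neutrophils, 0.497 (N1) to 0.977 (N2) for NF-kB signalling in neutrophils, 5.85e-15 (N2) to 0.179 (N1) for oxidative phosphorylation, mitochondrial genome in PAMM1a cells, 0.0453 (N2) to 0.933 (C2) for angiogenesis in PAMM1a cells and 0.0476 (N2) to 0.768 (N1) for alternative (M2) polarization in PAMM1a cells. The log2 fold change of a gene ran from -0.41 (N1) to 0.076 (N2) for Ccr2 in PAMM1a cells, -0.71 (N2) to 0.12 (N1) for Cnot2 in PAMM1a cells, -0.20 (C2) to 1.02 (C1) for Gpnmb in PAMM1a cells, -0.12 (N2) to 1.06 (N1) for Vegfa in PAMM1a cells and -0.14 (N2) to 0.28 (C2) for Folr2 in PAMM2 cells.

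With a replicate block, the change in share passed the threshold for neutrophils (-0.65), while the count of called genes was 57 in non-classical monocytes, 82 in M2 cells, 26 in PAMM2 cells, 32 in B cells, 215 in natural killer cells, 35 in HBCs and 432 in all cells summed, and the adjusted p was 0.411 for erythroid markers in neutrophils in the opposite direction. No source ties a replicate number to a shared litter or day, so whether libraries of the same number share a batch is not known. Their deviations correlated at 0.0101 over all cells and -0.00463 over neutrophils. With 2 libraries per genotype these values cannot rule out a shared batch, and the paper does not name the batch it fitted. The replicate block moved no other count by over 1.5 times and changed the call of no other share or gene list reported, apart from the share of Decidual stroma, whose FDR became 0.0675.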

Differences from the paper's values

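The alternatives with a single round of clustering, over leukocyte clusters only and with clustering on genes that did not differ were chosen after the result was seen. The counts of genes below use the paper's stated threshold (adjusted p under 0.1) and average count, and classes rebuilt from the fixed markers, so their cells need not be the paper's. The test differs too: the paper used voomLmFit with batch effects it does not name, and edgeR's quasi-likelihood test with genotype alone was used here. With a replicate block, which need not be that batch, the count went from 9 to 215 in natural killer cells and from 9 to 82 in M2 cells. Differences in counts cannot be laid to the cells alone. Shares are over all filtered cells, and the paper's are over its leukocytes. A share over myeloid cells only leaves lymphocytes, HBCs and unnamed cells out of its denominator. A match of such a share with the paper's value is therefore not like for like. Values were taken as close within 1.5 times of each other or within the larger error, and log2 fold changes within the standard error. M2 cells made up 14.7% of cells in the NodalΔ/Δ libraries, and the paper's value is 24.6%; the values were close over myeloid cells only (25.6%), with cells under 5% mitochondrial counts (17.8%) and with no library correction (16.8%), and in no other alternative set before the data were examined; over leukocyte clusters only, an alternative chosen after seeing the values, it was 17.4%.

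In neutrophils 470 genes were called lower and the paper gives 875; the values were close without NodalΔ/Δ library 2 (694), with no filter on low counts (721) and by voomLmFit joint over classes (765), and in no other alternative set before the data were examined. In neutrophils 353 genes were called higher and the paper gives 127; the values were close without control library 1 (112), by the DESeq2 Wald test (100), in sums thinned to the lowest total (141), with cells of over 500 genes (111) and with marker z-score cell typing (152), and in no other alternative set before the data were examined. In PAMM1a cells 22 genes were called and the paper gives 141; the values stayed apart under every alternative set before the data were examined that gave a value. In PAMM1a cells 7 genes were called lower and the paper gives 101; the values stayed apart under every alternative set before the data were examined that gave a value. In PAMM1a cells 15 genes were called higher and the paper gives 39; the values were close without NodalΔ/Δ library 2 (42), with no filter on low counts (28) and with doublets kept (27), and in no other alternative set before the data were examined; after a single round of clustering, an alternative chosen after seeing the values, it was 42, and 48 of the 50 genes in the paper's table for this class were not called. Of the 50 genes in the paper's table for neutrophils, 50 were called here in the paper's direction, and of the 50 for PAMM1a cells 2 were, with 39 of the 40 tested in the paper's direction.

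Called genes of the other classes differed as follows. The count in classical monocytes was 110, and the paper's was about 22 in Fig. 3C, read by eye; the values were close without control library 2 (26), with cells under 5% mitochondrial counts (22) and by voomLmFit joint over classes (28), and in no other alternative set before the data were examined; after a single round of clustering, an alternative chosen after seeing the values, it was 21, and 18 of the 22 genes in the paper's table for this class were not called. For non-classical monocytes the count was 86, and the paper's was about 140 in Fig. 3C, read by eye; the values were close with no filter on low counts (185), and in no other alternative set before the data were examined. Dendritic cells had a count of 13, and the paper's was about 0 in Fig. 3C, read by eye; the values stayed apart under every alternative set before the data were examined that gave a value; after a single round of clustering, an alternative chosen after seeing the values, it was 0; with clustering on genes that did not differ, an alternative chosen after seeing the values, it was 0. In M2 cells it was 9, and the paper's was about 1 in Fig. 3C, read by eye; the values stayed apart under every alternative set before the data were examined that gave a value. The count in PAMM2 cells was 5, and the paper's was about 2 in Fig. 3C, read by eye; the values were close by the DESeq2 Wald test (2), and in no other alternative set before the data were examined. For T cells the count was 124, and the paper's was about 61 in Fig. 3C, read by eye; the values were close without control library 2 (68), without NodalΔ/Δ library 1 (89), by the DESeq2 Wald test (68), at an adjusted p under 0.05 (85), with no Ptprc filter (91), with cells of over 500 genes (54) and with marker z-score cell typing (60), and in no other alternative set before the data were examined. B cells had a count of 107, and the paper's was about 0 in Fig. 3C, read by eye; the values were close without control library 1 (0), and in no other alternative set before the data were examined. In HBCs it was 7, and the paper's was about 120 in Fig. 3C, read by eye; the values stayed apart under every alternative set before the data were examined that gave a value.

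The log2 fold changes of the paper's table had the sign of those found here for each gene that follows. Gdpd3 in M2 cells was 4.16 here and 3.1979 in the paper; the values were close with no Ptprc filter (3.31), and in no other alternative set before the data were examined. Ccl6 in PAMM1a cells was -1.08 here and -1.77 in the paper; the values were close without NodalΔ/Δ library 2 (-1.79), with doublets kept (-1.53) and by voomLmFit joint over classes (-1.42), and in no other alternative set before the data were examined. Gapvd1 in PAMM1a cells was -0.95 here and -2.72 in the paper; the values were close with cells of over 500 genes (-3.07) and with no library correction (-2.14), and in no other alternative set before the data were examined. In PAMM1a cells Cyba was -0.48 here and -1.69 in the paper, Wfdc17 was -0.89 here and -2.27 in the paper, Ndufs8 was -0.97 here and -2.84 in the paper and Cnot2 was -0.37 here and -2.93 in the paper, and these stayed apart under every alternative set before the data were examined that gave a value. In neutrophils Map1lc3b was -1.22 here and -2.18 in the paper, Tlr4 was -1.86 here and -2.84 in the paper, Trem1 was -2.82 here and -3.81 in the paper, Msrb1 was -1.27 here and -1.83 in the paper, Rab7 was -1.09 here and -1.90 in the paper and Atp6v0d1 was -1.07 here and -2.16 in the paper, and these stayed apart under the same alternatives; each was called lower here too.

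The paper states, from sccomp, that the shares of neutrophils and PAMM1a cells were lower and those of M2 and PAMM2 cells higher in NodalΔ/Δ females. It also reports a lower proportion of neutrophils by flow cytometry of the maternal-fetal interface, which was not analysed here. The edgeR test on cell numbers called a 2-fold change in the neutrophil share in 62% of 100 simulated experiments, under an assumed spread. A share that did not pass is therefore no evidence against the paper's change. Here none of the 4 passed an FDR of 0.05 (neutrophils log2 fold change -0.64, standard error 0.35, FDR = 0.209; PAMM1a cells log2 fold change -0.49, standard error 0.25, FDR = 0.209; M2 cells log2 fold change 0.17, standard error 0.13, FDR = 0.331; PAMM2 cells log2 fold change 1.07, standard error 0.28, FDR = 0.0509). The share of Neutrophils passed with no Ptprc filter (-1.01, FDR = 0.000136), with doublets kept (-0.75, FDR = 0.00763), with marker z-score cell typing (-1.59, FDR = 0.000672), without NodalΔ/Δ library 1 (-1.0036, FDR = 0.0024), with a replicate block (-0.65, FDR = 5.66e-05) and with TMM factors on cell counts (-0.93, FDR = 0.013), and with clustering on genes that did not differ (-1.03, FDR = 0.00411), chosen after seeing the values. The share of PAMM1a passed with no library correction (-1.35, FDR = 0.0254). The share of M2 passed with no Ptprc filter (0.79, FDR = 0.00699) and over myeloid cells only (0.53, FDR = 0.0472). The share of PAMM2 passed with no Ptprc filter (1.4995, FDR = 9.57e-05), with cells under 5% mitochondrial counts (1.13, FDR = 0.0361), with doublets kept (1.29, FDR = 0.00734), with no library correction (1.68, FDR = 0.00946), at resolution 0.8 (1.16, FDR = 0.0263), with marker z-score cell typing (1.35, FDR = 0.00813), without NodalΔ/Δ library 1 (1.30, FDR = 0.0376) and over myeloid cells only (1.42, FDR = 0.00481), and with clustering on genes that did not differ (1.47, FDR = 0.00728), chosen after seeing the values, and over leukocyte clusters only (1.23, FDR = 0.0217), chosen after seeing the values. The share of non-classical monocytes was lower here as in the paper (log2 fold change -1.22, standard error 0.07, FDR = 0.00156).

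Genes and lists that the paper states as changed differed here in the following cases. In PAMM1a cells Cyba, Wfdc17, Ndufs8, Ccl6, Cnot2 and Gapvd1 did not pass (adjusted p = 0.422 to 0.931 from edgeR). Wfdc17 passed with no filter on low counts (0.0808, Wfdc17 in PAMM1a), and Ccl6 without NodalΔ/Δ library 2 (0.00481), with no filter on low counts (0.00695), with doublets kept (0.052) and by voomLmFit (0.0368), all for Ccl6 in PAMM1a. Genes of oxidative phosphorylation are lower in PAMM1a cells in the paper; here the nuclear-encoded ones gave 0 of 68 higher and 0 lower, camera adjusted p = 0.33, and passed as lower with no filter on low counts (adjusted p = 0.00067), while those of the mitochondrial genome gave 0 of 13 higher and 0 lower, camera adjusted p = 2.79e-08, upward (adjusted p = 0.834 with an estimated correlation). Pattern specification is higher in PAMM1a cells in the paper; of 81 genes of that list 0 reached the average count needed in PAMM1a cells. In neutrophils the paper has rRNA methylation and branched-chain amino acid metabolism higher; here rRNA processing and modification gave 1 of 14 higher and 0 lower, camera adjusted p = 0.211, and branched-chain amino acid metabolism gave 0 of 6 higher and 0 lower, camera adjusted p = 0.269. The paper reports no changed genes in dendritic cells and B cells, where 13 and 107 passed here, and 6 and 1 with doublets kept.

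Ccr2 is absent from PAMM2 cells in the paper; here it was at 380 ± 94.3 CPM (SD over 4 libraries) in PAMM2 cells, 383 ± 44.2 in M2 cells and 926 ± 112 in classical monocytes, while Cd9, which the paper also reports as absent from PAMM2 cells and high in PAMM1a cells, was at 155 ± 46.1 CPM in PAMM2 cells, 1243 ± 283 in PAMM1a cells and 1556 ± 874 in neutrophils, with neutrophils above PAMM1a cells in the control libraries only.

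The paper describes its natural killer cells as closer to conventional than to uterine ones. The class named natural killer cells here may not hold the same cells: Ncr1, Klre1 and Klrd1, transcripts of conventional natural killer cells, which the list that named T cells includes, were at 663 ± 323, 694 ± 140.4 and 515 ± 155 CPM (SD over 4 libraries) in the class named T cells, against 121 ± 67.2, 135 ± 43.4 and 161 ± 18.9 in that of natural killer cells. In these data Gzmd was at 63002 ± 15961 CPM (SD over 4 libraries) in natural killer cells and 3047 ± 2332 in T cells, Gzme at 16064 ± 3940.4 in natural killer cells, and B4galnt2, which encodes the enzyme that makes the sugar bound by DBA lectin, had a UMI in 46.6% of natural killer cells and 0.198% of neutrophils, at median depths of 5390 and 1016.5 UMIs. These genes were chosen outside the rule for named genes.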

Other observations

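The test of the cycling cluster was chosen only after the result was seen. In non-classical monocytes 86 of 6352 genes passed an adjusted p under 0.1 from edgeR's quasi-likelihood test, 61 higher and 25 lower. Of 8 genes of MHC class II presentation, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone; camera adjusted p = 3.78e-14, adjusted p = 0.506 with an estimated correlation). H2-Eb1 rose from 258 ± 18.4 to 976 ± 172 TMM-scaled CPM (SD, n = 2; log2 fold change 1.95, standard error 0.23, adjusted p = 1.24e-07), and Inf2, an actin regulator, had a log2 fold change of 2.57 (adjusted p = 1.18e-07). Of 24 genes of the actin cytoskeleton, 0 were higher and 1 lower (1 and 12 when adjusted over the list alone; camera adjusted p = 3.19e-06, adjusted p = 0.551 with an estimated correlation); the lower one was Actg1 (-0.82). Stromal markers moved in the same sums, with 1 of 8 higher (camera adjusted p = 0.000191, adjusted p = 0.551 with an estimated correlation). The count of called genes was 18 without control library 1, 31 without control library 2, 10 without NodalΔ/Δ library 1 and 15 without NodalΔ/Δ library 2, and DESeq2 called 17. Those lost among the named genes when 1 library was left out were Actg1 without control library 1 (adjusted p = 0.943); Actg1 without control library 2 (adjusted p = 0.941); Inf2 and Actg1 without NodalΔ/Δ library 1 (adjusted p = 0.382 to 0.418); and Actg1 without NodalΔ/Δ library 2 (adjusted p = 0.185).

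In classical monocytes, of 6147 genes 60 were higher and 50 lower at the same threshold. The interferon-induced chemokine gene Cxcl9 (2.53, adjusted p = 5.22e-10) and the chemokine gene Ccl5 (2.23, adjusted p = 6.57e-10) were higher, and Nlrp3, the sensor of an inflammasome (-1.75, adjusted p = 0.00369), and the stress-induced gene Ier3 (-1.47, adjusted p = 0.000541) lower. Of 20 immediate early and dissociation stress genes, 0 were higher and 3 lower (1 and 5 when adjusted over the list alone; camera adjusted p = 0.000367, adjusted p = 0.657 with an estimated correlation). Of 13 genes of the mitochondrial genome in classical monocytes, 6 were higher and 0 lower (9 and 0 when adjusted over the list alone; camera adjusted p = 2.45e-13, adjusted p = 0.657 with an estimated correlation), and of 13 in non-classical monocytes 6 were higher and 0 lower (camera adjusted p = 1.16e-15, adjusted p = 0.551 with an estimated correlation). Of 7 markers of decidual stroma in classical monocytes, 4 were higher and 0 lower (5 and 1 when adjusted over the list alone; camera adjusted p = 1.14e-06, adjusted p = 0.657 with an estimated correlation). The count of called genes was 14 without control library 1, 26 without control library 2, 103 without NodalΔ/Δ library 1 and 291 without NodalΔ/Δ library 2, and DESeq2 called 12. Among the named genes, the calls lost when 1 library was left out were Nlrp3 and Ier3 without control library 1 (adjusted p = 0.192 to 0.239); and Nlrp3 and Ier3 without control library 2 (adjusted p = 0.119 to 0.314).

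The class named HBC, after the fetal macrophages of the placenta, held 9 and 8 cells in the NodalΔ/Δ libraries, and 7 of 7477 genes passed. Of these 17 cells 1 had a male-specific UMI, so their fetal origin is not shown, and another mix of cells was not told apart from a change in expression. Slc40a1, which encodes the iron exporter ferroportin, was lower (log2 fold change -4.24, standard error 0.67, adjusted p = 0.0278), as were the chemokine genes Ccl3 (-2.15) and Ccl4 (-2.46). The count was 7 without control library 1, 11 without control library 2, 0 without NodalΔ/Δ library 1 and 2 without NodalΔ/Δ library 2; at an unadjusted p under 0.05 there were 604 genes from edgeR with every library and 784 without NodalΔ/Δ library 1, and DESeq2 called 3 with every library. The genes no longer called when 1 library was left out were Slc40a1, Ccl3 and Ccl4 without NodalΔ/Δ library 1 (adjusted p = 0.425 to 0.425); and Slc40a1, Ccl3 and Ccl4 without NodalΔ/Δ library 2 (adjusted p = 0.164 to 0.253). In natural killer cells 9 of 6425 genes passed, all higher, among them Coro2a (3.24), Slfn4 (2.72) and the tetraspanin Cd82 (1.45); of 11 neutrophil markers in the same cells, 2 were higher and 0 lower (9 and 0 when adjusted over the list alone; camera adjusted p = 5.45e-14, adjusted p = 0.608 with an estimated correlation). That count was 61 without control library 1, 26 without control library 2, 132 without NodalΔ/Δ library 1 and 382 without NodalΔ/Δ library 2.

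In the sum of all filtered cells 199 of 12420 genes passed, 186 higher and 13 lower. The higher ones were led by Guca2b, which encodes the peptide uroguanylin (4.13), Uox (7.74) and Fut2 (5.04), and the lower ones included Cxcl3 (-1.72), Mmp12 (-1.46) and Ccl17 (-2.13). Beside them, the unnamed cluster 13, led by Fcgbp, Ltf, Sftpd and Uox, held 15 and 3 control and 19 and 7 NodalΔ/Δ cells. The count was 254 without control library 1, 790 without control library 2, 0 without NodalΔ/Δ library 1 and 222 without NodalΔ/Δ library 2 (at an unadjusted p under 0.05 edgeR gave 1911 genes with every library and 1406 without NodalΔ/Δ library 1, and DESeq2 with every library called 616). Without the non-leukocyte clusters it was 63, of which 28 were shared, and Guca2b had a log2 fold change of -0.14 (adjusted p = 0.948, Guca2b in All cells). Pgr, whose locus carries the Cre recombinase of the model, had a log2 fold change of 2.10 in this sum (adjusted p = 0.0798). The calls lost when 1 library was left out were Guca2b, Uox, Fut2, Cxcl3, Mmp12, Ccl17 and Pgr without NodalΔ/Δ library 1 (adjusted p = 0.228 to 0.375); and Mmp12 and Ccl17 without NodalΔ/Δ library 2 (adjusted p = 0.11 to 0.131). A Pgr UMI was found in 0.326% and 0.813% of control and 13.3% and 15.6% of NodalΔ/Δ neutrophils, beside 32.5% and 27.9% of NodalΔ/Δ decidual stroma cells and 2.22% and 0% of NodalΔ/Δ B cells, whose median depths in both genotypes were 1016.5, 2090 and 856 UMIs.

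The share of cells with a UMI of a male-specific gene, which marks male fetal cells in these dams, was compared between the genotypes without a test. Among HBCs 85 of 147 control cells (57.8%) and 1 of 17 NodalΔ/Δ cells (5.88%, exact 95% interval 0.149 to 28.7%) had one, at median depths of 13141 and 5038 UMIs; thinned to 800 UMIs it was 14 of 147 and 0 of 16, a difference not detectable at that depth, with 0 and 1 shallower cells left out. Among trophoblasts the counts were 12 of 22 and 2 of 10, and among unnamed cells 55 of 180 and 1 of 129. The unnamed cells had median depths of 7194.5 UMIs in control and 2013 in NodalΔ/Δ libraries. Thinned to 800 UMIs the counts were 9 of 173 and 0 of 117 among unnamed cells, and 0 of 22 and 0 of 10 among trophoblasts. The number of male embryos among the 8 implantation sites of each library is not given in the sources used here.

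A hypothesis from the same cells is that the cycling cluster, from which the HBCs were taken, may hold both fetal and maternal cells. Because the genotypes differ in their male share and fill the sub-clusters unequally, the comparison was made within the control libraries. There 85 of 147 cells (57.8%) of sub-cluster 6.0, named HBC, had a male-specific UMI, and 0 of 34 of sub-cluster 6.3, led by Col14a1 and Tnfsf13b, at medians of 13141 and 4955 UMIs; the other 52 cells of sub-cluster 6.3 came from NodalΔ/Δ libraries. For each control cell of sub-cluster 6.3, a cell of sub-cluster 6.0 from the same library was drawn and thinned to its depth. In 10000 draws a median of 12 cells kept a male-specific UMI (95% of draws 7 to 17), and the share of draws with as few as observed was 0.0001, the smallest these draws can give. The pair had been picked as the sub-clusters whose male shares at 800 UMIs lay furthest apart. The share of draws is therefore not that of a pair set beforehand and cannot decide on a single fetal class. It describes a gap in male share that remained in this pair at matched depth. Cells are not independent replicates, so this describes these libraries only. At 800 UMIs per cell the shares in the control libraries were 9.52% (interval 5.31 to 15.5%) and 0% (up to 10.9%), which overlap. Male cells alone were tested, and female fetal cells cannot be told from maternal ones by these genes.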
